# *N*^6^-methyldeoxyadenosine directs nucleosome positioning in *Tetrahymena* DNA

**DOI:** 10.1186/s13059-018-1573-3

**Published:** 2018-11-19

**Authors:** Guan-Zheng Luo, Ziyang Hao, Liangzhi Luo, Mingren Shen, Daniela Sparvoli, Yuqing Zheng, Zijie Zhang, Xiaocheng Weng, Kai Chen, Qiang Cui, Aaron P. Turkewitz, Chuan He

**Keywords:** *N*^6^-methyldeoxyadenosine, 6mA, m^6^dA, DNA methylation, Nucleosome, Methyltransferase

## Abstract

**Background:**

*N*^6^-methyldeoxyadenosine (6mA or m^6^dA) was shown more than 40 years ago in simple eukaryotes. Recent studies revealed the presence of 6mA in more prevalent eukaryotes, even in vertebrates. However, functional characterizations have been limited.

**Results:**

We use *Tetrahymena thermophila* as a model organism to examine the effects of 6mA on nucleosome positioning. Independent methods reveal the enrichment of 6mA near and after transcription start sites with a periodic pattern and anti-correlation relationship with the positions of nucleosomes. The distribution pattern can be recapitulated by in vitro nucleosome assembly on native *Tetrahymena* genomic DNA but not on DNA without 6mA. Model DNA containing artificially installed 6mA resists nucleosome assembling compared to unmodified DNA in vitro. Computational simulation indicates that 6mA increases dsDNA rigidity, which disfavors nucleosome wrapping. Knockout of a potential 6mA methyltransferase leads to a transcriptome-wide change of gene expression.

**Conclusions:**

These findings uncover a mechanism by which DNA 6mA assists to shape the nucleosome positioning and potentially affects gene expression.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1573-3) contains supplementary material, which is available to authorized users.

## Background

DNA modifications play a pivotal role in epigenetic regulation. 5-Methylcytosine (5mC) has been shown to participate in various biological processes as the most characterized DNA epigenetic mark in animals and plants [1]. Another form of DNA modification, *N*^6^-methyldeoxyadenosine (6mA or m^6^dA), was discovered in the genomes of both prokaryotes and eukaryotes more than 40 years ago [2, 3]. In prokaryotes, 6mA is involved in numerous processes such as virus defense, DNA replication, DNA repair, transcription regulation, and transposition of DNA [4]. However, the biological significance of 6mA in eukaryotes remained largely unknown. With newly developed high-throughput sequencing technology and sensitive mass spectrometry [5], 6mA has been recently found to be a potential epigenetic mark in the genomes of both unicellular and multicellular organisms [6–10] and was suggested to exist in vertebrates [11–13].

Distinct distribution patterns of 6mA have been revealed in various organisms, with versatile functional roles proposed [14]. In our previous work, we found a periodic distribution of 6mA in the green alga *Chlamydomonas*, suggesting a potential role of 6mA affecting nucleosome positioning and gene expression [6]. The periodic distribution pattern has also been discovered in another eukaryotic organism [15]. Specifically, the genomic locations of the nucleosome and 6mA are anti-correlated, with 6mA marking linker regions between nucleosomes. Although the presence of 6mA has been reported in diverse eukaryotes, genomic distributions and functional implications vary in different species [14, 16]. So far, the periodic pattern around transcription start site (TSS) and the association with nucleosome positioning are exclusively reported in two unicellular organisms: *Chlamydomonas* and *Tetrahymena* [2, 15, 17], raising the question of how pervasive this interesting feature is in eukaryotes. In this study, we used *Tetrahymena* as our model system and explored the periodic distribution pattern of 6mA in vivo and in vitro, suggesting a more conserved functionality of 6mA on nucleosome positioning in eukaryotes.

Organized nucleosome positioning is crucial for gene expression [18]. Constitution of a nucleosome array is directed by both the underlying DNA and chromatin remodelers [19, 20]. Nucleosome formation intrinsically disfavors certain DNA sequences in vitro, especially poly(dA-dT) sequences, suggesting the positioning of nucleosomes could be significantly affected by DNA sequences [21, 22]. The nucleosome locations can even be predicted based on genomic DNA sequences [22, 23]. In vitro nucleosome assembly successfully rebuilt the nucleosome-free region (NFR) around TSS in multiple systems, including yeast and human; however, the phased positioning of nucleosome with periodic pattern can barely be recapitulated [24]. Based on the anti-correlated 6mA nucleosome pattern in both green alga and *Tetrahymena*, we hypothesize that the DNA 6mA methylation could also direct nucleosome positioning. Indeed, in vitro nucleosome assembly assay faithfully rebuilds the nucleosome arrays on native *Tetrahymena* genomic DNA but not on unmethylated DNA. We further used model DNA bearing 6mA modification to perform in vitro nucleosome assembly and measured the 6mA abundance of nucleosome-protected regions versus unprotected regions. We found the nucleosome-protected regions contain much less 6mA than unprotected regions, reinforcing our hypothesis that nucleosome wrapping avoids 6mA-containing DNA in a species-independent manner. Computational simulation indicates DNA flexibility can be modulated by a single 6mA site, which can further affect nucleosome positioning. By homology searching, we identified a MTA70 family protein, TAMT-1 (*Tetrahymena* deoxyadenosine methyltransferase-1), which methylates adenine in the ApT sequence context as demonstrated through an in vitro protein reactivity assay. Knockout of TAMT-1 reduced the total 6mA level and notably altered the transcriptome pattern. Together, we propose that 6mA can direct nucleosome positioning as a DNA marker, which subsequently affects gene expression in an epigenetic way.

## Results

### Determining the 6mA methylome in *Tetrahymena*

To characterize 6mA distribution genome-wide, we performed 6mA-IP-seq on genomic DNA from vegetative *Tetrahymena* cells [6]. 

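6mA-IP-seq covered 2 biological replicates of wild-type (WT) cells of the laboratory strain SB210. Genomic DNA was sheared to about 250 bp, fragments bound by an antibody against the methylated adenine were pulled down, and the libraries went through 15 PCR cycles. The authors called peaks with MACS2 in each replicate separately, against input DNA, and the deposited lists give the summit of each peak with its −log10 q. Replicate 1 lists 30562 summits on 386 scaffolds with a median score of 17.7, and replicate 2 lists 19881 summits on 377 scaffolds with a median score of 12.8. The lowest scores are 2.01 and 2.00, respectively. Read numbers, the aligner and the genome build are not given in the sources used here, so the number of summits per list stands in for depth. The input libraries and a gene annotation of the scaffolds were not used here, and all comparisons are between positions on the same scaffolds. Shares due to chance were measured by shifting the compared list at random along each scaffold 100 times. The 95% intervals of shares are Wilson intervals, which cover counting error only.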

After comparing the immunoprecipitated (IP) reads with the sequencing background (input), we found 6mA peaks enriched at the first exons and introns but depleted in intergenic regions (Fig. 1a). 

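Where the peaks lie relative to exons, introns and intergenic regions was not analysed here. Of the replicate 1 summits, 52.5% (95% interval 52.0 to 53.1) had a replicate 2 summit within 100 bp, against 4.45% on average in the shifted lists. Of the replicate 2 summits, 79.8% (79.2 to 80.3) had a replicate 1 summit within that distance, against 6.77% in the shifted lists. Keeping only the summits with at least the median score of their list moved both shares most, to 37.7% and 57.2%. This removes possible partners as well, and the shares in shifted lists fell by a larger factor, to 2.23% and 3.41%. The lower shares thus do not show that stronger summits are shared less.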

By aligning the IP reads to the transcription start site (TSS), we found that 6mA is highly enriched near and after TSS (Fig. 1b), resembling the distribution pattern observed in green alga but not in other eukaryotes (*Caenorhabditis elegans* or *Drosophila* or vertebrates) [5, 14]. To narrow down the 6mA loci, we performed 6mA-CLIP-exo, a more precise method by using exonuclease to constrain the target length [6, 25]. 

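For 6mA-CLIP-exo, DNA pulled down from 2 biological replicates of WT cells was cross-linked to the antibody by UV light at 254 nm and trimmed by exonuclease up to the bound antibody, and the libraries went through 18 PCR cycles. The authors' deposited lists give summits with −log10 q in the same form as for 6mA-IP-seq, while the paper's text names a peak caller for 6mA-IP-seq only. Replicate 1 lists 18135 summits on 359 scaffolds (scores from 2.02, median 20.3), and replicate 2 lists 49197 summits on 395 scaffolds (scores from 2.00, median 14.8). Each list was called in a single replicate. Distances between all pairs of summits on a scaffold were counted from 120 to 280 bp and smoothed by a running mean of 21 bp, and the distance with the most pairs was taken as the spacing. Its 95% interval comes from 1000 bootstrap resamples of scaffolds. This measure of spacing was chosen after seeing the data, in place of distances from TSS.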

The higher resolution map revealed that 6mA is explicitly located in the ~ 1 kbp downstream region of TSS, with a periodic cycle of ~ 200 bp (Fig. 1c). 

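Distances from TSS were not analysed here, so the spacing was measured between the summits themselves. In replicate 2 the most frequent distance between summits was 194 bp (95% interval 191 to 195), with 18759 pairs of summits 180 to 220 bp apart and 852 pairs 280 to 320 bp apart. In replicate 1 it was 238 bp (231 to 273), with 180 pairs 180 to 220 bp apart and 382 pairs 280 to 320 bp apart. A running mean of 41 bp, chosen after seeing the data, moved the replicate 1 value most, to 249 bp. Within 100 bp, 89.5% (89.1 to 90.0) of the replicate 1 summits had a replicate 2 summit, against 10.3% in shifted lists, and 39.8% (39.4 to 40.2) of the replicate 2 summits had a replicate 1 summit, against 4.10%. Within 50 bp these shares fell to 30.6% and 11.5%, the largest move among the alternatives. The median distance from a replicate 1 summit to the nearest replicate 2 summit was 70 bp.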

Motif search indicated that these regions are rich in ApT dinucleotides (Additional file 1: Figure S1a), which agrees with the 5′-N(6mA)TN-3′ motif uncovered previously using nearest neighbor analyses assisted by ^3^H labeling in certain genomic loci [26]. 

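Single 6mA sites were read from how restriction enzymes cut genomic DNA of WT cells before shearing to about 250 bp. DpnI cuts GATC where the adenine is methylated, DpnII cuts GATC where it is not, and CviAII cuts CATG unless its adenine is methylated. There was 1 library per enzyme. The sample labels give these libraries the protocol of nuclease-treated nuclei, and the description here follows the paper's methods. The authors' deposited lists give the position of each site, with no score or read number, so the depth behind a site is unknown. How sites were called is not given in the sources used here. The lists hold 18971 positions for DpnI, 12160 for DpnII and 4824 for CviAII, on 440, 404 and 318 scaffolds. The union of the 3 lists holds 28338 positions.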

To validate the motif, we performed three separate digestions of genomic DNA by using three methylation-sensitive restriction enzymes (DpnI, DpnII, and CviAII) and conducted 6mA-RE-seq, respectively [6]. The distribution of 6mA sites at single-base resolution, located at distinct sequence contexts in the three experiments, agreed with each other, clearly showing a periodic phasing pattern downstream of TSS (Fig. 1d). 

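DpnI and DpnII read the same GATC sites in opposite ways. The same position was on both of their lists 7617 times, which is 40.2% (95% interval 39.5 to 40.9) of the DpnI list and 62.6% (61.8 to 63.5) of the DpnII list. After shifting it was 0.0122% of the DpnI list, but a shift takes positions off the GATC motif, so this value is low by design. The share that chance would give among GATC sites was not measured. Another 11354 positions were listed for DpnI alone and 4543 for DpnII alone. Allowing 2 bp between positions gave the same 7617. CviAII reads other sequences, and 20.0% of its positions had a DpnI position within 100 bp, against 3.67% after shifting, while 14.4% had a DpnII position, against 2.40%. The most frequent distance between positions of the union was 192 bp (178 to 210), and by enzyme it was 204 bp for DpnI (190 to 220) and for DpnII (185 to 209), and 174 bp for CviAII (167 to 207). The phase of these sites relative to TSS was not analysed here.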

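The antibody maps and the enzyme maps can be set beside each other on the scaffolds. A 6mA-IP-seq summit lay within 100 bp of 37.5% of the union positions in replicate 1 and 25.5% in replicate 2, against 6.45% and 4.25% after shifting. A 6mA-CLIP-exo summit lay within 100 bp of 19.3% in replicate 1 and 47.4% in replicate 2, against 3.88% and 9.79%. Positions on the DpnI and DpnII lists together had higher shares, from 28.3% for 6mA-CLIP-exo replicate 1 to 68.5% for 6mA-CLIP-exo replicate 2. Positions listed for DpnII alone had a 6mA-IP-seq replicate 1 summit in 11.3% of cases, against 6.26% after shifting. Density was then compared with that 1000 to 2000 bp away from the sites. Within 20 bp of a site it was 12.7 and 10.4 times the flank for 6mA-IP-seq replicates 1 and 2, and 14.9 times for 6mA-CLIP-exo replicate 2. 6mA-CLIP-exo replicate 1 reached 3.51 times within 20 bp and 8.30 times at 80 to 120 bp, where replicate 2 was at 1.13 times. The density beside the sites over the density on them was thus 2.36 in replicate 1 and 0.0760 in replicate 2. Positions on both GATC lists moved the replicate 1 ratio to 2.74. Positions listed for DpnII alone moved it most, to 1.34, and moved the replicate 2 ratio to 0.616.

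**Figure D1:**
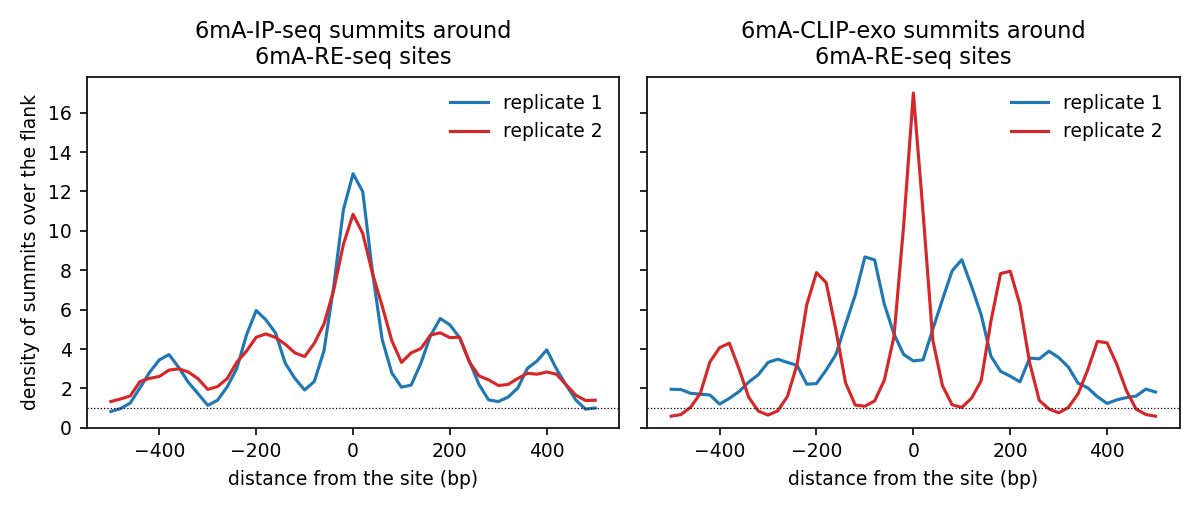
Density of 6mA-IP-seq (left) and 6mA-CLIP-exo (right) summits by distance in bp from the 28338 6mA-RE-seq positions, over the density 1000 to 2000 bp away (dotted line at 1), with 1 line per replicate. 6mA-CLIP-exo replicate 2 peaks on the sites, with 14.9 times the flank within 20 bp, and replicate 1 peaks 80 to 120 bp to either side, with 8.30 times.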

The flanking region besides restriction sites did not show any consensus sequence, confirming that the ApT dinucleotides are the core sequence for 6mA methylation in *Tetrahymena* (Additional file 1: Figure S1b).

**Fig. 1:**
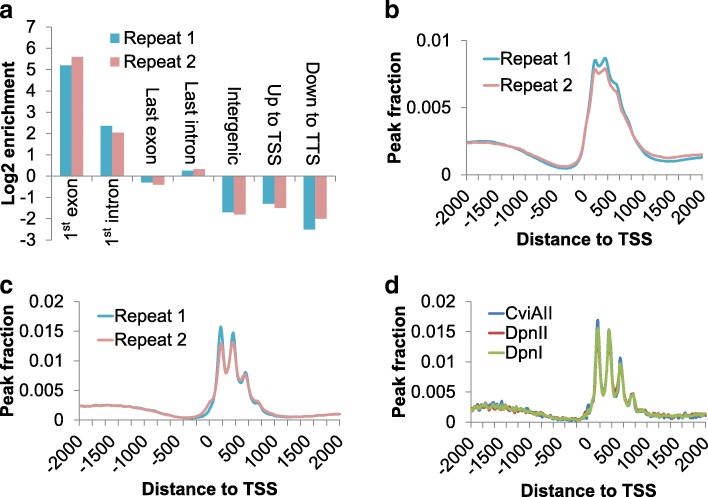
Identification of 6mA in the genome of *Tetrahymena*. **a** Genomic components of genome-wide 6mA distribution. The enrichment score was calculated as the proportion of 6mA peaks dividing the proportion of the attributed genomic component occupying the entire genome. **b** 6mA profile revealed by 6mA-IP-seq. 6mA peaks were identified by comparing reads from IP to input and aligned to the flanking 2 kbp region of TSS. Two biological replicates were performed. **c** 6mA profile revealed by 6mA-CLIP-exo. Two biological replicates were performed. Peaks were aligned to TSS and accumulative distribution was depicted similarly to **b**. **d** 6mA sites revealed by 6mA-RE-seq at single-base resolution. Parallel experiments were performed on the same sample by using three different methylation-sensitive restriction enzymes (DpnI, DpnII, and CviAII). The accumulative individual 6mA sites were aligned to TSS region and depicted similarly to **b**

### 6mA and nucleosomes are anti-correlated in vivo

The periodic distribution of 6mA prompted us to check the positions of nucleosomes, which are known to exhibit similar periodic patterns in various eukaryotes [27]. 

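Nucleosome positions came from 2 biological replicates of WT cells. Nuclei were treated for 10 min with micrococcal nuclease (MNase), which digests the linker DNA between nucleosomes, the band of about 150 bp was taken from a gel, and the libraries went through 15 PCR cycles. The paper's methods name DANPOS for nucleosome loci and their fuzziness, while the authors' deposited lists have the form of peak summits with a −log10 q and no fuzziness score. Each summit was used here as a nucleosome centre. Replicate 1 lists 40501 centres on 472 scaffolds with a median score of 33.1, and replicate 2 lists 45029 centres on 484 scaffolds with a median score of 35.9. The lowest score is 1.01 in both, and the read numbers behind the lists are unknown. A centre counted as met in another library when that library listed a centre within 20 bp, a measure chosen after seeing the data, with chance taken from 20 shifts of the list.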

We performed MNase-seq to depict the genome-wide position of the nucleosome in *Tetrahymena* [28]. The MNase-digested chromatin DNA showed explicit ~ 150 bp band, which agreed with the length of DNA wrapping on nucleosome in other known eukaryotic organisms (Additional file 1: Figure S2). By aligning the predicted nucleosome centers to TSS, we found a phasing pattern of nucleosome distribution with ~ 200 bp periodicity. However, unlike other organisms such as yeast or human, the nucleosome-free region is much wider in the upstream of TSS, whereas nucleosome arrays are mainly located downstream of TSS (Fig. 2a). 

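The most frequent distance between nucleosome centres was 193 bp (95% interval 188 to 194) in replicate 1 and 195 bp (193 to 196) in replicate 2. Pairs of centres 180 to 220 bp apart were 3.91 ± 0.00461 times (SD, n = 2) as frequent as pairs 280 to 320 bp apart. With the 18499 highest-scoring centres of every library, a choice made after seeing the data that moved both values most, the mean distance was 191.5 bp and the ratio 7.06. Replicate 2 met 89.9% of the replicate 1 centres, replicate 1 met 80.9% of the replicate 2 centres, and shifted lists met 1.84%. Nucleosomes upstream and downstream of TSS were not told apart here.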

Interestingly, the phasing is exactly opposite of the phasing of 6mA in the downstream regions of TSS (Fig. 2b), indicating an anti-correlated relationship. 

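Nucleosome centres of WT cells were counted around the 28338 positions listed for DpnI, DpnII or CviAII, and their density was divided by that 1000 to 2000 bp away on both sides. Within 50 bp of a position the ratio was 1.81 (95% bootstrap interval 1.73 to 1.90) in replicate 1 and 1.84 (1.76 to 1.93) in replicate 2, from 2137 and 2375 centres. The window of 50 bp was set before the data were examined, and the other windows were added afterwards. Within 20 bp it was 1.37 ± 0.0142 (SD, n = 2). At 80 to 120 bp it rose to 4.75 ± 0.0478, at 180 to 220 bp it fell to 0.924 ± 0.00684, and at 280 to 320 bp it was 3.00 ± 0.104. The densities on and beside the positions thus differed by far more than the replicates did, although the density on the positions stayed above that of the flank. Positions on the DpnI and DpnII lists together, a set chosen after seeing the data, moved the ratio within 50 bp most, to 1.27.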

To investigate the extraordinary pattern in higher resolution, we depicted the accumulated distribution of nucleosome-protected DNA in the vicinity of each individual 6mA sites identified by 6mA-RE-seq and found that 6m sites were significantly disfavored by nucleosome (Fig. 2c). To further validate the lack of nucleosome from 6mA-containing genomic DNA, we performed UHPLC-QQQ-MS/MS to evaluate the 6mA levels of nucleosome-protected DNA fragments versus linker DNA regions. We found that the nucleosome-protected DNA was depleted of 6mA compared to linker regions or input total DNA (Fig. 2d). Together, these results reveal that locations of 6mA and nucleosome are anti-correlated in the genome of *Tetrahymena* (Fig. 2e).

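At the 7617 positions on the DpnI and DpnII lists together, the density of WT nucleosome centres within 20 bp was 0.775 times that of the flank, and at 80 to 120 bp it was 6.95 times. At the 4543 positions listed for DpnII alone the corresponding ratios were 1.85 and 1.44. At the 11354 positions listed for DpnI alone they were 1.49 and 2.66. Of the 6mA-CLIP-exo replicate 2 summits, 0.695% lay within 20 bp of a nucleosome centre of WT replicate 1, against 1.69% in shifted lists. Of the 6mA-CLIP-exo replicate 1 summits, 9.31% did, against 1.67%. The paper's mass spectrometry of protected and linker DNA was not analysed here. From the opposite phases of 6mA and nucleosomes downstream of TSS, the low occupancy at single 6mA sites and the lower 6mA level of protected DNA, the paper concludes that both are anti-correlated in the genome.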

**Fig. 2:**
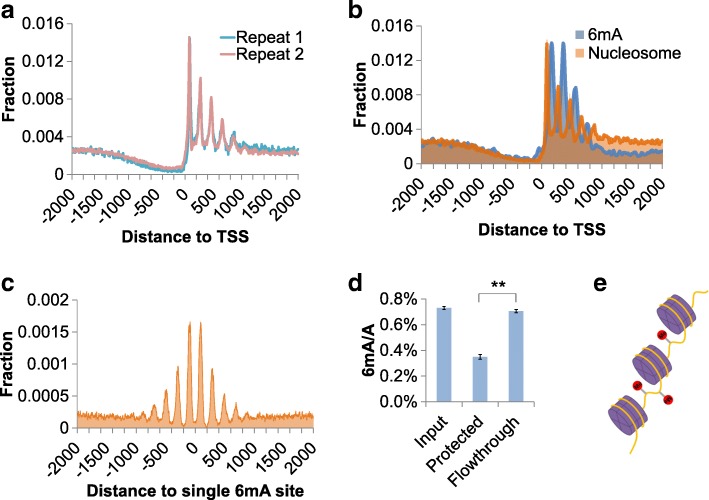
*Tetrahymena* 6mA sites and nucleosome positions are anti-correlated. **a** Nucleosome positioning around TSS. The centers of nucleosomes are predicted and aligned to the 2 kbp region of each TSS. The counts of nucleosomes in each position are normalized to the total counts in the entire region. Two biological replicates were compared. **b** Anti-correlation pattern of 6mA and nucleosome at the downstream regions of TSS. **c** Nucleosome positioning around individual 6mA sites. The nucleosome occupancies around each 6mA site were accumulated and plotted. **d** Total 6mA levels of nucleosome-protected genomic DNA versus input DNA and unprotected regions. Error bars indicate mean ± s.d. of three technical replicates, each measured in duplicates. **p < 0.01 by Student’s *t* test. **e** Illustration of the anti-correlation distribution model. Purple cylinders wrapped with yellow curves represent nucleosomes and DNA. Red circles represent 6mA modifications on DNA

### 6mA directs nucleosome positioning in vitro

A simple mechanism to explain the anti-correlated 6mA-nucleosome pattern is that the corresponding methylation machinery favors the nucleosome-free region. However, the large NFRs upstream of TSS and downstream of transcription terminal site (TTS) are also depleted of 6mA (Fig. 2b, Additional file 1: Figure S3a). Conversely, 6mA may direct the nucleosome positioning by affecting DNA properties. 

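For in vitro assembly, DNA taken from WT cells, which keeps its 6mA but none of its chromatin proteins, was mixed with recombinant human histones, digested by MNase and sequenced in 2 replicates. Replicate 1 lists 62938 nucleosome centres on 468 scaffolds (median score 19.7), and replicate 2 lists 49066 on 463 scaffolds (median score 30.0). The lowest score is 1.00 in both. The authors' deposited lists have the same form as those of WT cells and were read in the same way.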

To verify this assumption, we extracted the native *Tetrahymena* genomic DNA and performed in vitro nucleosome assembly. Purified recombinant histone H2A, H2B, H3, and H4 were mixed with genomic DNA at high NaCl concentration. By gradually decreasing the salt concentration, the histone octamers were generated and genomic DNA started to wrap around the recombinant histone octamers to form nucleosomes. MNase endonuclease was used to digest the linker sequences, leaving the nucleosome-protected portion for high-throughput sequencing (Fig. 3a). Interestingly, previous studies in other organisms such as yeast and *Drosophila* could only reconstitute the NFR surrounding TSS by performing in vitro nucleosome assembly but not the uniform nucleosome positioning. It is worth noting that those organisms previously employed are believed to lack 6mA or have a minor amount below the detection threshold. Adding chromatin remodelers helps to reconstruct the phased nucleosome arrays [20]. 

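Nucleosome centres on native DNA were met by the other in vitro replicate in 64.3% (replicate 1) and 82.5% (replicate 2) of cases, against 2.39% in shifted lists. In vitro libraries met 63.4% of the centres of WT cells on average (59.6 to 65.4 over 4 pairs of libraries), against 2.40% in shifted lists. WT libraries met 49.0% of the in vitro centres on average (42.1 to 54.7), against 1.84%. The 2 WT replicates met more of each other's centres than any in vitro library did. The array downstream of TSS was not analysed here.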

Our in vitro nucleosome assembly assay almost perfectly imitated the native nucleosome array downstream of TSS in *Tetrahymena*, without the use of any auxiliary factor (Fig. 3b). These results suggested that 6mA could assist nucleosome positioning in the genome of *Tetrahymena*.

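With all centres on native DNA used, the number of pairs was highest at 120 bp, the shortest distance counted, in both replicates (95% interval 120 to 222 in replicate 1 and 120 to 120 in replicate 2). Among the 18499 highest-scoring centres there was also a maximum near 220 bp, with 1.06 and 1.13 pairs per 1000 centres and bp in replicates 1 and 2, against 0.941 and 0.911 at 160 bp. Pairs 180 to 220 bp apart were 1.28 ± 0.0906 times (SD, n = 2) as frequent as pairs 280 to 320 bp apart, a lower ratio than in WT cells by more than the replicate spread. With the same number of highest-scoring centres in every library the ratio was 1.42, the alternative that moved it most. From the resemblance of the in vitro array downstream of TSS to the native array without any auxiliary factor, the paper proposes that 6mA assists nucleosome positioning.

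**Figure D2:**
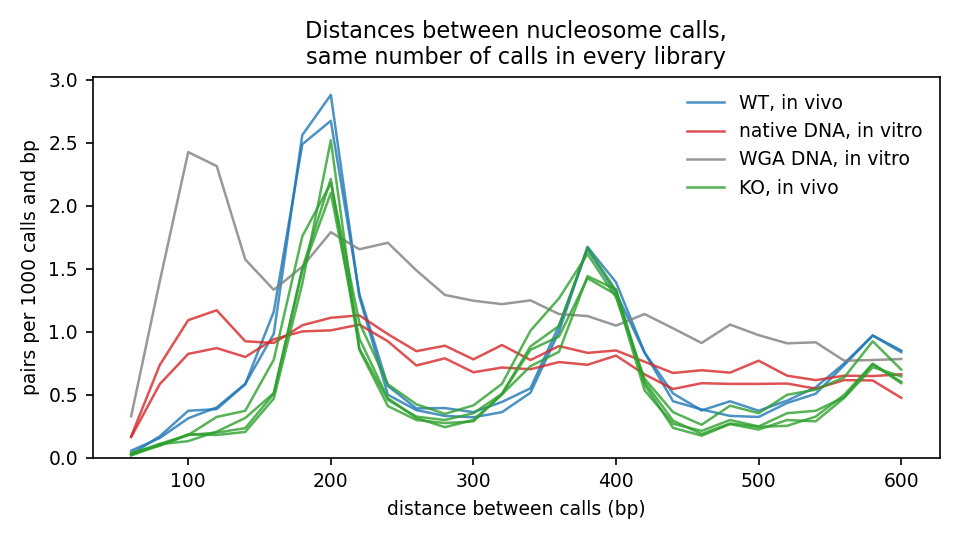
Pairs of nucleosome centres per 1000 centres and bp, by distance between centres in bp, for the 18499 highest-scoring centres of each of the MNase-seq libraries, coloured by group (WT cells, native DNA in vitro, DNA from whole-genome amplification (WGA) in vitro, and knockout (KO) cells), with 1 line per library. Libraries from cells peak near 194 bp and again near the double of it, and the in vitro libraries are flatter.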

**Fig. 3:**
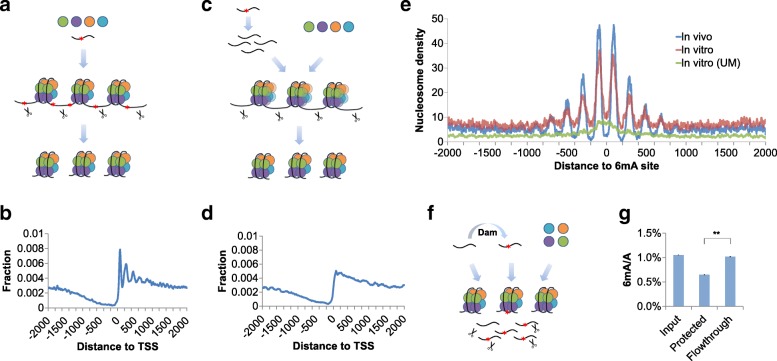
6mA directs nucleosome positioning in vitro. **a** Scheme of in vitro nucleosome assembly on native genomic DNA. Histone H2A, H2B, H3, and H4 are represented as different color balls. DNA is represented as dark curves. The red stars on DNA represent 6mA modification. Scissors represent endonuclease MNase which preferentially digests linker DNA. **b** The sequencing profile of nucleosomes assembled on native genomic DNA. Nucleosome centers were predicted and aligned to the flanking 2 kbp region of each TSS, and the accumulative occupancy was calculated and plotted around TSS. **c** Scheme of in vitro nucleosome assembly on unmethylated genomic DNA. Unmethylated DNA was acquired from whole genome amplification (WGA) from 5 ng genomic DNA. **d** The sequencing profile of nucleosomes assembled on unmethylated genomic DNA from WGA. Nucleosome centers were predicted and aligned to the flanking 2 kbp region of each TSS, and the accumulative occupancy was calculated and plotted around TSS. **e** Comparison of nucleosome distributions around single 6mA sites from three independent conditions: in vivo, native nucleosome profile; in vitro, nucleosome assembly on genomic DNA; and in vitro (UM), nucleosome assembly on unmethylated DNA. **f** Scheme of in vitro nucleosome assembly on model DNA. Unmethylated DNA was mixed with Dam-treated DNA at 1:1 ratio. **g** 6mA level of nucleosome-protected model DNA versus input DNA and unprotected regions. After in vitro nucleosome assembly followed by MNase digestion, UHPLC-QQQ-MS/MS was used to measure the 6mA abundance of input DNA, DNA regions resisting MNase digestion (nucleosome protected), and digested DNA (flowthrough). Error bars indicate mean ± s.d. of three technical replicates, each measured in duplicates. **p < 0.01 by Student’s *t* test

To rule out the potential DNA sequence contributions to nucleosome positioning, we computationally predicted the nucleosome occupancy based on the genomic DNA sequence. As expected, the prediction recapitulated the NFR upstream of TSS and enrichment of nucleosome downstream of TSS but did not show any phased pattern (Additional file 1: Figure S3b). Next, we used Phi29 DNA polymerase to do unbiased whole-genome amplification (WGA) with a small amount of native genomic DNA (~ 5 ng) (Additional file 1: Figure S3c), which was followed by nucleosome assembly using the amplified DNA without methylation due to the dramatic dilution of the native genomic DNA (Fig. 3c, Additional file 1: Figure S3d). 

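Unmethylated DNA for assembly came from WGA of about 5 ng of genomic DNA of WT cells, and 1 library was sequenced, so no replicate spread can be given. Its list holds 18499 nucleosome centres on 383 scaffolds, with scores from 1.05 and a median of 16.8. The authors' deposited list was made per library, as for native DNA, and was read in the same way.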

Although we could obtain clear ~ 150 bp bands after MNase digestion (Additional file 1: Figure S3e), many fewer nucleosome peaks could be identified by sequencing, suggesting that the nucleosome positioning is randomized on the unmethylated DNA substrate. 

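The mean number of centres was 56002 ± 9809 (SD, n = 2) on native DNA, 3.03 times the number on WGA DNA. In WT cells it was 42765 ± 3202 (SD, n = 2). The depth of each library is unknown and was not accounted for. A score of 13.3, the highest lower quartile of the libraries' scores, was also set as a common minimum, but the score itself rises with depth, so this does not remove a difference in depth. Above it, 36359 ± 3357 centres were left on native DNA and 10721 on WGA DNA, a ratio of 3.39. From the low number of peaks on the unmethylated substrate, the paper proposes that nucleosomes are randomized on it.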

By aligning the predicted nucleosome locations to gene promoters, we only found NFRs upstream of TSS, without detecting uniform arrays downstream of TSS (Fig. 3d). 

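On WGA DNA, too, the number of pairs of centres was highest at the shortest distance counted, with a lower maximum near 200 bp (1.79 pairs per 1000 centres and bp, against 1.33 at 160 bp), and the ratio of pairs 180 to 220 bp apart to pairs 280 to 320 bp apart was 1.37 (95% bootstrap interval 1.27 to 1.49). The positions were not independent of those on native DNA or in cells. Native DNA libraries met 57.2% of the WGA centres on average, against 2.38% in shifted lists, and WT libraries met 36.5%, against 1.87%. In turn, the WGA library met 16.0% and 15.7% of the centres of WT replicates 1 and 2, against 0.784% and 0.793% in shifted lists. Its 18499 centres are fewer than those of either WT library, which limits these shares. They were 20.4 and 19.7 times those in shifted lists, while the average share met by native DNA libraries was 26.4 times. Their place relative to TSS was not analysed here.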

To compare the nucleosome positions relative to single 6mA sites, we depicted the accumulated nucleosome distribution around specific loci which had been identified to be methylated inside cells. Similar to the in vivo distribution, nucleosomes assembled on extracted genomic DNA exhibit the same periodic pattern, with a significant reduction at 6mA sites. Furthermore, nucleosomes assembled on unmethylated DNA distribute equally along the 6mA flanking regions, even with a slight enrichment at the adjacent area (Fig. 3e), presumably reflecting the sequence composition which in turn partially affects nucleosome positioning [22, 23].

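On native DNA the density of nucleosome centres within 20 bp of the 6mA-RE-seq positions was 1.96 ± 0.146 times (SD, n = 2) that of the flank, and within 50 bp it was 2.23 ± 0.140 times. At 80 to 120 bp it was 3.09 ± 0.0597 times, at 180 to 220 bp 1.37 ± 0.105 times and at 280 to 320 bp 2.01 ± 0.0109 times. The maxima and minima fell at the distances seen in cells, with a smaller contrast. At the positions on the DpnI and DpnII lists together the ratio was 1.71 within 20 bp and 4.17 at 80 to 120 bp. CviAII positions moved the ratio within 50 bp most, to 3.24.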

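On WGA DNA the density was 2.79 times that of the flank (95% bootstrap interval 2.56 to 3.06) within 20 bp of the positions and 2.52 times (2.34 to 2.70) at 80 to 120 bp, the reverse order of native DNA, with intervals that overlap. Within 50 bp it was 2.86 times (2.68 to 3.04), at 180 to 220 bp 1.71 times (1.57 to 1.85) and at 280 to 320 bp 1.74 times (1.61 to 1.87). At positions on both GATC lists the ratio was 3.00 within 20 bp and 2.82 at 80 to 120 bp. CviAII positions again moved the ratio within 50 bp most, to 4.74. The paper proposes that the distribution on unmethylated DNA reflects sequence composition, which partly affects nucleosome positioning.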

To generalize our observation from *Tetrahymena* genomic DNA, we performed nucleosome assembly on DNA encoding a nucleosome positioning element. This 208 bp synthesized sequence is derived from the *Lytechinus variegatus* (sea urchin) 5S rDNA, which contains one possible binding site for a nucleosome octamer. A single GATC motif is present in the sequence (see the “Methods” section). After the treatment of Dam methylase, we obtained methylation at the GATC site as validated by UHPLC-QQQ-MS/MS (Additional file 1: Figure S3f). Then, we mixed unmethylated and methylated DNA at 1:1 ratio (Fig. 3f). After nucleosome assembly and MNase digestion, we used UHPLC-QQQ-MS/MS to measure the 6mA level of nucleosome-protected DNA versus the flow-through. The protected portion shows much lower 6mA level than the input or the flow-through portion (Fig. 3g), indicating a single 6mA site is sufficient to alter the preference of DNA wrapping on the nucleosome.

### 6mA modulates DNA flexibility

A change in structural properties of DNA can influence the positioning of nucleosomes. Molecular dynamics simulation was used to investigate the influence of 6mA on DNA structural flexibility. The unmodified and 6mA modified dsDNA in the simulations were compared in terms of inter-base pair (roll, tilt, twist, slide, shift, and rise) and intra-base pair (shear, stretch, stagger, buckle, propeller, and opening) structural parameters; roll and twist were found to be closely related to DNA bending [29]. 6mA modification was found to change the average roll and twist by up to 3° in adjacent positions (Fig. 4a–d), which indicated a change of DNA curvature. 6mA modification decreased the fluctuation of roll and twist by up to 15% and 7%, respectively (Fig. 4b, d). The influence on structural parameters propagated to about 3 bp on each side of the modification site (Additional file 1: Figures S4 and S5). The fluctuation of other parameters of adjacent positions on average was generally reduced except for tilt, slide, buckle, and opening (Fig. 4e, f). The simulations indicated that 6mA modification changes the curvature and rigidifies dsDNA structure, which disfavors nucleosome wrapping. Compared to the effect of 5mC [30] on dsDNA stiffness, the 6mA modification exerts a slightly larger impact.

**Fig. 4:**
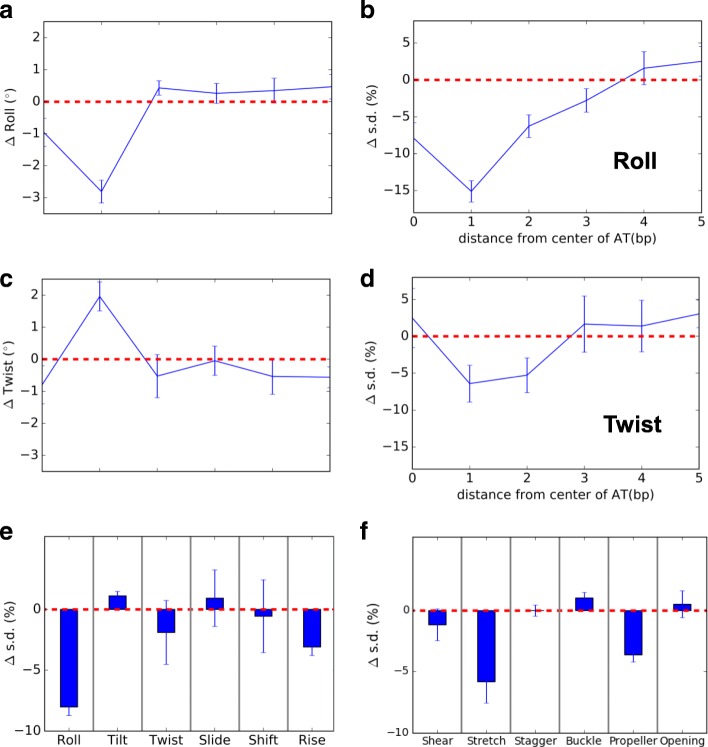
Molecular dynamics simulations of unmodified and 6mA modified DNA. The change after 6mA modification in the mean value of roll (**a**) and standard deviation (s.d.) (**b**) as a function of distance from the center of the modification site. The values are averaged over upstream and downstream directions. **c**, **d** The same as in **a** and **b** but for twist. The average changes after 6mA modification in the s.d. of the inter-base pair (**e**) and intra-base pair (**f**) structural parameters. The values are averaged over 3 bp centered at the modification site. The error bars in all panels are ± 1 standard error of the mean

### TAMT-1 is a 6mA methyltransferase in *Tetrahymena*

We next investigated potential methyltransferase(s) which could be responsible for 6mA methylation in *Tetrahymena*. Previous studies have predicted the existence of multiple DNA 6mA methyltransferases in several eukaryotic organisms, most of which can be attributed to three major families of Dam-like, DNMT, and MTA70 [16]. Among them, the MTA70 family is evolved from MunI-like bacterial DNA 6mA methyltransferase and is widely conserved as RNA m^6^A methyltransferases, including IME4 in yeast, METTL3 in human, and the reported DNA 6mA methyltransferase DAMT-1 in *C. elegans*. The *Tetrahymena* genome encodes two genes belonging to this family, *TTHERM_00136470* and *THERM_00388490*. Both of these genes consist of a MTA70 domain and a ZZ-type zinc finger domain for potential DNA binding. Sequence alignment and phylogenetic distribution analysis of the MTA70 family suggested that these two proteins might be primary candidates for DNA 6mA methylation in *Tetrahymena* (Additional file 1: Figure S6a, b).

We created *Tetrahymena* somatic knockout strains of *TTHERM_00136470* and *THERM_00388490* by using homologous DNA recombination, respectively. In these cells, the coding sequence was disrupted with a Neo4 cassette and the knockout efficiency was evaluated by qRT-PCR (Additional file 1: Figure S7a, b). To determine potential functional consequences of these two knockout strains, we extracted genomic DNA from the wild-type strain and knockout strains in the somatic stage and measured the total 6mA level using UHPLC-QQQ-MS/MS. The results show no significant changes in the abundance of 6mA between the *TTHERM_00136470* knockout strain and wild-type control; however, the 6mA level in the *THERM_00388490* knockout strain was significantly reduced (three biological repeats with each having two technical repeats, *p* = 0.0005, *t* test) by 37.8% compared with that of the wild-type control (Fig. 5a), indicating that this gene is at least partially responsible for DNA 6mA methylation in *Tetrahymena*. We thus renamed the gene *TAMT-1* as *Tetrahymena* deoxyadenosine methyltransferase-1.

**Fig. 5:**
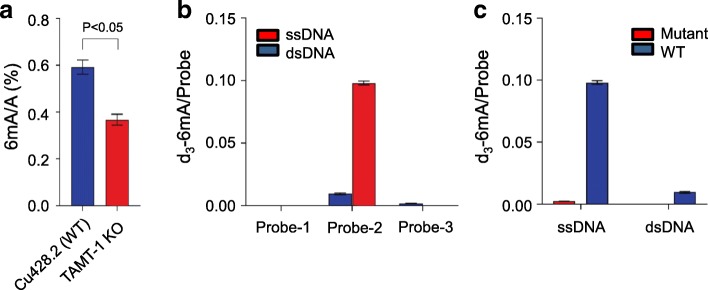
TAMT-1 is a methyltransferase for *N*^6^-deoxyadenosine methylation in *Tetrahymena*. **a** UHPLC-MS/MS quantification of 6mA level in wide-type and TAMT-1 knockout cells. Error bars indicate mean ± s.d. of three biological replicates, each measured in duplicates. **b** In vitro methyltransferase activity of TAMT-1 was tested using different DNA probes (numbered 1–3) with the consensus sequence of CATG, GATC, and random AT. The methylation yields were calculated by the molar ratio of d_3_-m6A to digested probes. Error bars indicate mean ± s.d. of three biological replicates, each measured in duplicate. **c** Mutation of TAMT-1 strongly depleted the methylation activity as detected by UHPLC-MS/MS. Error bars indicate mean ± s.d. of three biological replicates, each measured in duplicate

We then sought to determine whether TAMT-1 could catalyze 6mA methylation in vitro. The low expression level of recombinant TAMT-1 and degradation of purified protein hindered us to get enough amounts of proteins to perform the entire enzymatic kinetic assay. Instead, we cloned and purified the catalytic domain of TAMT-1 consist of the MTA70 and the ZZ-type zinc finger domain (Additional file 1: Figure S7c). DNA probes with consensus sequences of CATG (Probe-1), GATC (Probe-2), and random AT (Probe-3) in double- and single-stranded forms were incubated with purified TMAT-1 separately. S-(5′-adenosyl)-l-methionine-d3 (d_3_-SAM) was used as the cofactor for accurate UPLC-QQQ-MS/MS quantification. We calculated the methylation yields by the molar ratio of newly formed d_3_-6mA to each digested DNA probe (Additional file 1: Figure S7d). The result showed that the catalytic domain of TAMT-1 exhibited no activity with Probe-1 and Probe-3, whereas it showed considerable methyltransferase activity towards Probe-2 with a GATC motif in double- and single-stranded DNA. We further measured the time course of the reaction between the catalytic domain of TAMT-1 and Probe-2 to further confirm the enzyme activity (Additional file 1: Figure S7e). In particular, the enzyme showed a strong preference for the single-stranded DNA probe (tenfold) compared to the corresponding duplex DNA (Fig. 5b). To exclude the possibility that the methylation activity was caused by the contamination of *Escherichia coli* methyltransferase(s) during purification, and further confirm that the methylation activity was directly mediated by TAMT-1, we mutated the methylation signature motif DPPW and highly conserved amino acid residues E111 and K183 which play important roles in catalysis [31]. The result showed that mutations of DPPW to APPA, together with E111A and K183A, significantly decreased the in vitro methylation activity, suggesting that the methylation activity was mediated by TMAT-1 (Fig. 5c). Taken together, these results confirm that TAMT-1 is a 6mA methyltransferase in *Tetrahymena*.

### Deficiency of 6mA perturbs gene expression

To study the potential effects of 6mA deficiency, we performed 6mA-IP-seq to access methylation changes between KO and wild-type cells. Interestingly, the 6mA peak counts did not change much. We reasoned that the methylation intensity was evenly decreased at most sites, but the genome-wide methylation pattern was maintained. To further validate the effect of TMAT-1 KO, we randomly selected ten genomic loci harboring 6mA sites and three loci without 6mA as the negative control. 

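Table S1 gives the loci that were tested, with 10 (M1 to M10) that the paper labels as having 6mA-IP-seq peaks and 3 (N1 to N3) as having none. The loci were thus picked by 6mA-IP-seq, so the summits of that assay in WT cells only describe them and do not test the choice. A 6mA-IP-seq summit lay inside 9 of the 10 M loci in both replicates and inside none of the 3 N loci in either. M3, on scaffold scf_8254444 from 291934 to 292320, had a summit in replicate 1 alone, at 291968 with a score of 8.01. With summits up to 200 bp outside a locus counted, all 10 M loci and 0 N loci had one in both replicates. In replicate 1 the highest score was at M1, on scaffold scf_8253992 from 18490 to 18843, with 87.3 at 18788, and in replicate 2 it was at M4, with 48.0 at 107694 of scaffold scf_8254589. N1 lies on the scaffold of M1, from 16898 to 17301. 6mA-CLIP-exo summits lay inside 9 of the M loci in replicate 1, all but M1, inside all 10 in replicate 2, and inside none of the N loci in either.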

6mA-IP-qPCR showed the 6mA level of eight of the ten 6mA sites in KO strain decreased significantly compared to that in WT strain (two biological repeats with each having three technical repeats, *p* < 0.05, *t* test), indicating the reduced 6mA modification on those tested loci by disruption of TMAT-1 (Additional file 1: Figure S8a, Additional file 2: Table S1). Then, we used MNase-seq to profile the nucleosome pattern of the KO cells. 

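MNase-seq of cells without TAMT-1 covered 2 KO strains, numbered 6 and 7, with 2 technical replicates each. Nuclei, digestion and library preparation were as for WT cells. The sample labels give the strain as SB210, while the paper's methods describe transformation of CU428.1 cells, so the sources differ on the background of the KO strains. Strain 6 lists 101203 and 105392 nucleosome centres in its technical replicates, with median scores of 14.1 and 17.2, and strain 7 lists 113195 and 116104, with median scores of 16.2 and 15.6. The authors' deposited lists are in the form used for WT cells, without the fuzziness score, which was not analysed here. Technical replicates were averaged, so n = 2 strains. The mean of 108974 ± 8027 centres (SD, n = 2) is 2.55 times that of WT cells, and with a score of at least 13.3 the ratio is 1.92, from 60637 ± 4798 centres, which leaves a difference in depth open.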

We expected that decreased intensity of 6mA at most sites could affect nucleosome positions observed in the wild-type strain. To quantify how well the nucleosomes localized in an array, we used a fuzziness score to represents the average level of genome-wide nucleosome positioning [32]. Indeed, we found that the genome-wide nucleosome profile was significantly altered in the KO cells compared to WT cells, with a dramatically elevated overall fuzziness score (Fig. 6a), and the sharpness of the nucleosome positioning array around TSS is attenuated in KO cells (Additional file 1: Figure S8b). 

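KO libraries met 46.6% of the WT nucleosome centres on average over 8 pairs of libraries, against 4.49% in shifted lists, fewer than the other WT replicate met. The lowest of these shares, 40.1%, was in strain 7 and the highest, 58.4%, in technical replicate 2 of strain 6. KO centres were met by the technical replicate of their strain in 77.9% of cases and by the other KO strain in 75.9%. Around the 6mA-RE-seq positions the density of KO centres within 50 bp was 0.961 ± 0.0666 times (SD, n = 2 strains) that of the flank. Without strain 6 it was 0.914, and without strain 7 it was 1.01, where technical replicate 1 of strain 6 was below the flank (0.934, 95% interval 0.894 to 0.976) and technical replicate 2 above it (1.08, 1.04 to 1.12). Within 20 bp it was 0.794 ± 0.0364, at 80 to 120 bp 3.92 ± 0.186, at 180 to 220 bp 0.687 ± 0.0327 and at 280 to 320 bp 2.68 ± 0.0717. Each of these ratios was below that of WT cells by more than the spread between replicates. At positions on both GATC lists the KO ratio was 0.263 within 20 bp and 5.80 at 80 to 120 bp. At positions listed for DpnII alone it was 1.51 within 50 bp, above the flank, the setting that moved it most. At positions listed for DpnI alone the KO ratio within 50 bp was also above the flank, at 1.16 ± 0.0675. From the higher fuzziness score in KO cells and the weaker array around TSS, the paper concludes that the nucleosome profile was altered.

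**Figure D3:**
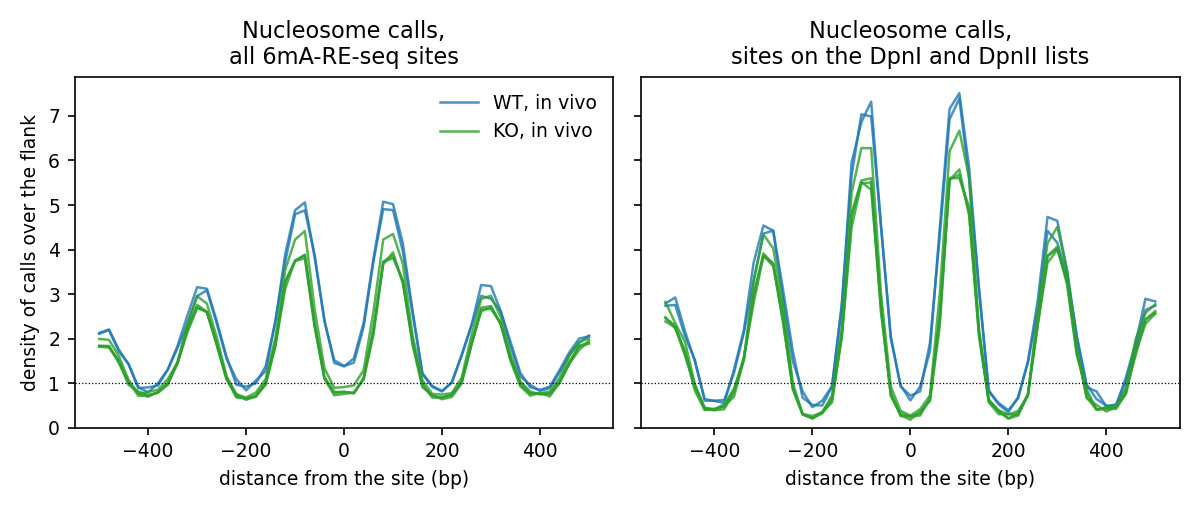
Density of nucleosome centres by distance in bp from all 28338 6mA-RE-seq positions (left) and from the 7617 on both GATC lists (right), over the density 1000 to 2000 bp away (dotted line at 1), with 1 line per library of WT or KO cells. Every KO library lies below both WT libraries on the positions and at 80 to 120 bp, where technical replicate 2 of strain 6 is the highest of them with 4.26 on the left.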

Nucleosome positioning is known to interact with transcription machinery and affect gene expression in complex ways; well-phased nucleosome arrays safeguard the robustness of transcription [27, 33, 34]. To verify our hypothesis, we performed RNA-seq to measure the levels of transcripts in KO cells versus WT cells. 

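RNA-seq covered 2 KO strains and 2 WT strains with 2 technical replicates each, 8 libraries in all. The strains are called 6 and 7 in both genotypes, and neither the paper nor the labels say what a shared number means. The labels give SB210 for every library, and the paper's methods name SB210 where they describe cell culture and RNA extraction, but describe KO cells made from CU428.1 cells. The authors' deposited table gives FPKM, fragments scaled by gene length and library size, for 26996 genes, and its aligner, counter and build are not given in the sources used here. The FPKM sum to 2197790 to 2908530 in KO libraries and 1454230 to 1783580 in WT libraries, and the 20 most abundant genes hold 25.4% to 43.2% of each library. Fragment numbers are unknown, but from the smallest FPKM of low genes 1 fragment was worth 1.61 to 1.98 times as much in WT libraries as in technical replicate 1 of KO strain 6, and 1.08 to 1.31 times as much in the other KO libraries, so WT libraries were shallower. Technical replicates were averaged after log2(FPKM + 1), and 20817 genes with a mean of at least 1 FPKM were tested with limma on the 2 strains against 2, with Benjamini-Hochberg adjustment. A log2 difference on this scale understates the change of low genes. TAMT-1, listed as TTHERM_00388490, was at 2.23 and 2.63 FPKM in KO strain 6, 1.19 and 0.983 in KO strain 7, 125 and 116 in WT strain 6, and 99.7 and 94.4 in WT strain 7. Its log2 difference was −5.35 (standard error 0.42, limma, adjusted p = 0.00102, lower in 4 of 4 KO libraries; the alternatives gave adjusted p from 7.5e-17 to 0.0438). The alternatives include fits without 1 strain and a fit that takes all 8 libraries as independent samples. The latter ignores that technical replicates share a strain, so the low ends of such ranges can overstate the evidence. The KO construct removes only part of the TAMT-1 gene. The other MTA70 gene, TTHERM_00136470, was at 16.1, 17.8, 12.6 and 13.8 FPKM in the KO libraries and at 361 and 293 in WT strain 6 and 1014 and 976 in WT strain 7, a log2 difference of −5.16 (standard error 0.61, limma, adjusted p = 0.0019, lower in 4 of 4 KO libraries; 1.8e-13 to 0.0448 under the alternatives).

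**Figure D4:**
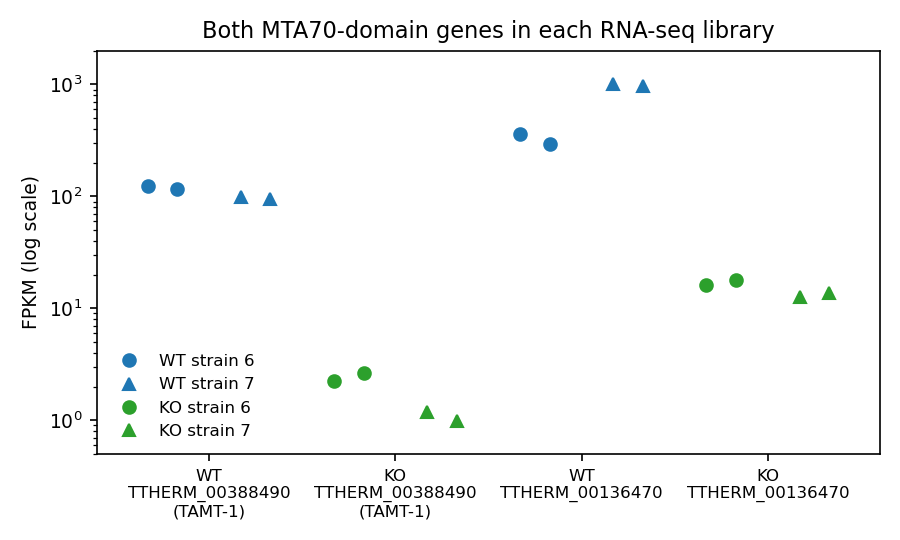
FPKM on a log scale of TTHERM_00388490 (TAMT-1) and TTHERM_00136470 in each of the 8 RNA-seq libraries, by genotype, with 1 point per library and circles and triangles for strains 6 and 7. Every KO library lies below every WT library for both genes, and TTHERM_00136470 lies at 293 to 1014 FPKM in WT cells.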

We identified significant alteration of global transcriptome in KO cells (Fig. 6b), with hundreds of genes being significantly up- or downregulated (Additional file 1: Figure S8c). These observations led us to hypothesize that 6mA directs nucleosome positioning, which in turn stabilizes gene expression; reducing 6mA disrupts normal nucleosome patterns and induces transcriptome-wide changes (Fig. 6c).

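Of the 20817 genes tested, 11368 (54.6%) passed an adjusted p threshold of 0.05 from limma with Benjamini-Hochberg adjustment, 5774 higher and 5594 lower in KO cells, and 11297 of them also differed by at least 2-fold. The median log2 difference over all tested genes was 0.09. The deposited FPKM already had nearly equal median ratios between libraries, which limits how far such a median can move. The balance depends on the expression filter: without a filter 4563 genes were higher and 5580 lower (median log2 difference −0.05), and with a mean of at least 5 FPKM 4925 were higher and 3851 lower (0.38). All KO libraries lay on the same side of all WT libraries in 13970 genes (67.1%). Chance would separate 2 strain values from 2 in 33.3% of genes, and all 8 libraries in no more than that. The WT libraries weigh most on the count: without WT strain 7 it was 2206 (464 higher and 1742 lower in KO cells) and without WT strain 6 it was 3899 (1166 higher and 2733 lower), while the lone strain left was assumed to vary like the KO strains. Among the genes past the threshold both in the main fit and in such a fit, 0 changed direction. The other genes were not checked, and genes called in both fits can hardly differ in sign. Of the 12 genes the paper and Table S1 name, 8 passed, and 8 passed adjusted over the list alone.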

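The 10 genes of Table S1 that hold a tested 6mA locus had log2 differences from −0.29 to 5.23, and 6 passed the limma threshold, all of them higher in KO cells. TTHERM_00070750 and TTHERM_01222600 passed under every alternative, and the other 4 did not, with adjusted p up to 0.122 for TTHERM_00585250. The largest was TTHERM_00070750, at 486 ± 154 FPKM in KO cells and 11.8 ± 2.79 in WT cells (SD, n = 2 strains; limma, adjusted p = 0.00115, higher in 4 of 4 KO libraries; 4.7e-14 to 0.0466 under the alternatives). TTHERM_00059140 and TTHERM_00190940 did not pass, with log2 differences of −0.29 and −0.08, nor did TTHERM_00138080 (1.47, adjusted p = 0.0770) and TTHERM_00580360 (0.41, adjusted p = 0.384). From the altered nucleosome profile and transcriptome of cells with less 6mA, the paper proposes that 6mA stabilizes gene expression through nucleosome positioning.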

**Fig. 6:**
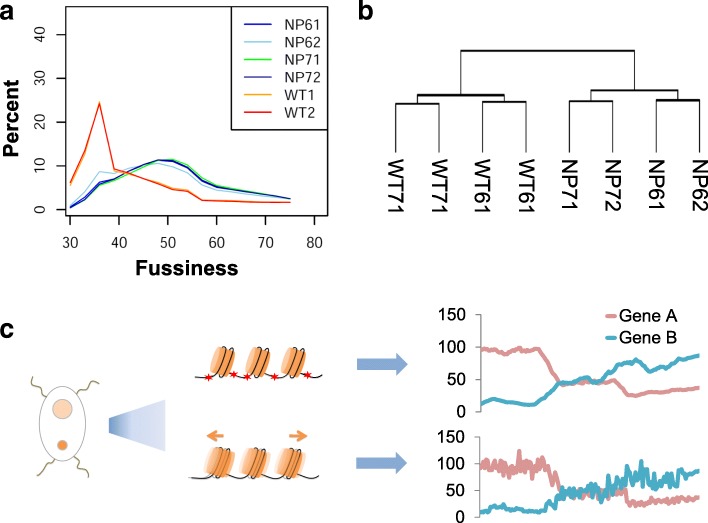
Nucleosome profile and transcriptome change in 6mA defective *Tetrahymena*. **a** Fuzziness of genome-wide nucleosome profile in wild-type (WT1, WT2) and methyltransferase knockout (NP61, NP62, NP71, NP72) cells. Fuzziness is defined as the deviation of nucleosome positions within each unit and is calculated by software DANPOS [32]. Two biological replicates for KO cells were constructed. NP61 and NP62 are two technical replicates for one cell strain, and NP71 and NP72 are two technical replicates for another cell strain. The smaller score represents better well-phased nucleosomes. **b** Clustering analysis of transcriptome for WT (WT61/WT62 and WT71/WT72 are two wild-type strains; each strain contains two technical replicates) and KO (NP61/NP62 and NP71/NP72 are two KO strains; each strain contains two technical replicates) cells. WT and KO cells are distinctly separated with a large difference. **c** Scheme for the model that 6mA stabilizes gene expression. In WT, 6mA is positioned to constrain nucleosome positioning which regulates gene expression. In KO, the level of 6mA significantly reduced. Nucleosomes lacking of 6mA constraints tend to be fuzzier which leads to larger transcriptional fluctuation

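Average-linkage clustering of the 8 libraries on 1 minus the Pearson correlation of log2(FPKM + 1), over the 20817 genes, put all 8 on the side of their genotype. KO and WT joined at a height of 0.451, and the next highest join was at 0.0723. Across genes, which are not independent replicates, the correlation was 0.512 to 0.583 between KO and WT libraries, 0.902 to 0.946 between strains of 1 genotype and 0.965 to 0.982 between technical replicates. With Spearman correlation, a pseudocount of 0.1 FPKM, no filter, or the 1000 most variable genes, all 8 libraries stayed on their side. In each case both technical replicates of a strain joined before any other library.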

## Discussion

As a ciliated protozoan, *Tetrahymena* diverged from vertebrates or green alga more than two billion years ago [35–37]. The analogous distribution patterns of 6mA in green alga and *Tetrahymena* as well as the most recent discoveries in fungi suggest conserved biogenesis pathways and functions of this DNA modification inherited from an ancient common ancestor [10]. The methylation machinery could also be acquired independently by convergent evolution.

We performed in vitro nucleosome array assembly using recombinant histones and model DNA mixed with Dam-methylated DNA from an unrelated organism. Mass spectrometry showed that nucleosomes intrinsically disfavor methylated DNA. Though in vitro experiments showed that 6mA directs nucleosome assembly without any other auxiliary proteins, 6mA may recruit partner proteins in vivo which could reinforce the chromatin architecture. We further showed that the mutual repulsion effect between nucleosome and 6mA is independent of species or DNA sequence. Because 6mA appears to be a prevalent DNA modification in many species including mammals, the effect of 6mA on directing nucleosome positioning in *Tetrahymena* may also applies to other organisms as this appears to be an intrinsic biophysical property associated with 6mA in DNA.

How could 6mA repel nucleosome wrapping? It has been shown that the presence of methylation could rigidify the double-stranded DNA structure [30]. The methylation can reinforce the base stacking along the duplex. Another source of energy comes from reduced solvation penalty when 6mA is packed along the lineal duplex. A potential bending of the 6mA-containing duplex DNA such as wrapping around the nucleosome would expose the hydrophobic methyl group to the solvent water, inducing negative solvation penalty. The fully methylated 6mA on the opposite strands and clustering of 6mA methylation further amplify these effects, which collectively rigidify duplex DNA.

We identified a potential 6mA methyltransferase, TAMT-1, which demonstrates in vitro activity on ApT dinucleotides. TAMT-1 knockout suppresses 6mA levels in vivo. Only one 6mA methyltransferase has been found in *C. elegans* in the past [7]. Intriguingly, these two candidates belong to the well-conserved MTA70 protein family, which also includes mRNA methyltransferases [38]. The widespread distribution of this protein family may suggest a more extensive presence of 6mA in uncharacterized organisms [5, 16]. By disrupting TAMT-1, we observed a dramatic decline of 6mA levels in living cells. Additional methyltransferases may exist which could explain the remnant 6mA in the KO strain. Nevertheless, the discoveries of 6mA methyltransferases provided us with a useful target to manipulate 6mA and perform more thorough functional studies in the future.

It is worth noting that in certain organisms, Dnmt5 generates dense 5mC clusters which directly disfavor nucleosomes [39]. A similar mechanistic argument with better packing and reduced solvation penalty could explain the effect of 5mC. It is thus very likely that 5mC may also affect nucleosome positioning in more widespread organisms. Interestingly, in our previous study, we discovered that 5mC and 6mA generally tend to avoid each other in the *Chlamydomonas* genome, suggesting complementary roles of different DNA modifications in one organism. *Tetrahymena* provides us with a unique model system to study the interaction between 6mA and nucleosome as it possesses only 6mA but not 5mC, reinforcing our notion that 6mA plays a key role in nucleosome positioning.

Until recently, 5mC and its derivatives were the well-established epigenetic marks in eukaryotic genomes. The recently discovered prevalence and functional implications of 6mA open a new avenue in epigenetic research. In this study, we found that the anti-correlation to nucleosome is a well-conserved feature of 6mA in evolutionary distinct species. Species-independent, 6mA-modified DNA is intrinsically disfavored by a nucleosome. In higher eukaryotes in which 5mC is recognized by reader proteins to suppress gene expression, the presence of 6mA could provide additional tuning of transcription by affecting nucleosome positioning or by resisting bending incurred by various DNA-binding proteins such as transcriptional factors. Overall, our results show the intrinsic properties of the DNA 6mA methylation can significantly impact gene expression and biological outcome in eukaryotes.

## Conclusions

In this study, we reveal the intrinsic repulsion between 6mA and nucleosomes, which contributes to shape nucleosome positioning and affect gene expression. By disrupting the newly identified potential methyltransferase, we observed significant transcriptome changes. We propose that disordered nucleosome positioning caused by 6mA depletion is one of the main reasons underlying the observed phenotypes.

## Methods

### Cell strains and DNA/RNA collection

Cell strain SB210 was obtained from *Tetrahymena* Stock Center (https://tetrahymena.vet.cornell.edu/strains.php) and cultured in proteose peptone (PP) medium (2% proteose peptone, 10 μM FeCl_3_, or 90 μM sequestrene (Fe-EDTA)) at 31 °C. Culture densities were measured using Z1 Coulter Counter (Beckman Coulter). The genomic DNA was extracted by Quick-DNA™ Miniprep Kit (Zymo Research, Cat. No. D3024). Total RNA was extracted by Direct-zol™ RNA MiniPrep (Zymo Research, Cat. No. R2050) and further purified to mRNA by Dynabeads® mRNA Purification Kit (Thermo Fisher Scientific, Cat. No. 61006).

### Generation of TAMT1 knockout strains

Eight hundred sixty-two base pairs of sequence from upstream of *tamt-1* (*TTHERM_00388490*) coding region and a portion of the open reading frame (ORF) (1,139 bp) were amplified and subcloned into the pNEO4 vector flanking the *neo4* cassette with *SacI*/*PstI* and *XhoI*/*KpnI* restriction cutting sites, respectively. The sequences of primers are listed in Additional file 2: Table S2. The construct resulted in the deletion of *tamt-1* genomic region from 0 to 907 bp. The knockout vector was linearized by digestion with *SacI* and *KpnI* then transformed into CU428.1 cells by biolistic transformation following the reported method [40]. To assess the gene disruption, RT-qPCR was performed.

Total RNA was isolated by using RNeasy Plus Mini kit (Qiagen). Five hundred nanograms total RNA were reverse-transcribed into cDNA with PrimeScript™ RT reagent Kit (Takara) and then subjected to qPCR analysis with FastStart SYBR Green Master Mix (Roche) in a Roche LightCycler 96. ATU1 were used as internal control. Relative changes in expression were calculated using the ΔΔCt method. All RT-qPCR primers are listed in Additional file 2: Table S2.

### 6mA-IP-seq

One microgram purified genomic DNA was segmented to ~ 250 bp by sonicator (Bioruptor, Diagenode). Then, DNA segments were end-repaired, 3′-adenylated, and ligated to Illumina adaptors by using NEBNext® DNA Library Prep Kit (NEB, Cat. No. E6040S). 6mA-containing DNA was enriched by antibody immunoprecipitation (SYSY, Cat. No. 202 003) then subjected to NGS (Illumina, HiSeq 2500). 6mA peaks were called by MACS2 by comparing the pull-down reads versus input DNA. Cutoff FDR < 0.01 was set to increase the reliability of 6mA candidates. Detailed protocol can be found in Reference [8].

### 6mA-CLIP-exo

Genomic DNA containing 6mA was first immunoprecipitated following a procedure similar to previously described with 6mA-IP-seq. Target DNA was then covalently cross-linked to the antibody by UV 254 nm irradiation, followed by lambda exonuclease digestion (NEB, Cat. No. M0262S). After adaptor ligation and PCR amplification (18 cycles), DNA library was constructed for NGS (Illumina, HiSeq 2500). Detailed protocol can be found in Reference [8].

### 6mA-RE-seq

Purified genomic DNA was digested by three different restriction enzymes separately (DpnI, DpnII, and CviAII). Digested DNA segments were further sheared to ~ 250 bp by sonicator (Bioruptor, Diagenode). DNA segments were end-repaired, 3′-adenylated, and ligated to sequencing adaptor by using NEBNext® DNA Library Prep Kit (NEB, Cat. No. E6040S). After PCR amplification for 15 cycles, purified DNA library was constructed for NGS (Illumina, HiSeq 2500). Detailed protocol can be found in References [6, 9].

### Nucleosome positioning analysis

The nucleosome positioning is mainly determined by MNase-seq. Cells were lysed, and nuclei were isolated by Nuclei Isolation Kit (Sigma-Aldrich, Cat. No. NUC101). After MNase treatment for 10 min, DNA fragments were purified by DNA Clean & Concentrator Kit (Zymo Research, Cat. No. D4013) and loaded into agarose gel. The ~ 150-bp band was isolated and extracted by Zymoclean™ Gel DNA Recovery Kit (Zymo Research, Cat. No. D4007). DNA library was constructed by NEBNext® DNA Library Prep Kit (NEB, Cat. No. E6040S) according to the standard Illumina DNA library preparation procedures.

The 208-bp model DNA was purchased from NEB (Cat. No. N1202S), which was originated from *Lytechinus variegatus* (sea urchin) 5S rDNA and supposed to contain one nucleosome binding site. The entire sequence has only one GATC site (see below) where the A can be methylated to 6mA by Dam methyltransferase (NEB, Cat. No. M0222S), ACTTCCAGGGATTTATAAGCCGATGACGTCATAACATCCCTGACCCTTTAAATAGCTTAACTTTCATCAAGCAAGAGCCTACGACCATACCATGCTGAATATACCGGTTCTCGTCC*G*(*A*)*TC*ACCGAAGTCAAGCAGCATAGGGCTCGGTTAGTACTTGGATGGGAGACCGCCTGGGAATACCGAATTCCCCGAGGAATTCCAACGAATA

In in vitro nucleosome assembly experiments, purified recombinant human histone H2A and H2B were mixed to generate dimer in advance, as well as histone H3.1/H4 tetramer. Then, 100 pm dimers and 50 pm tetramers were mixed with 50 pm DNA at 2 M NaCl. The salt concentration was sequentially diluted to allow the nucleosome generation on the DNA. Detailed procedures can be found in the EpiMark® Nucleosome Assembly Kit (NEB, Cat. No. E5350S). Assembled DNA/nucleosome component was then digested by MNase, and the protected region was purified for further analysis.

Nucleosome fuzziness is defined as the deviation of nucleosome positions within each unit in a cell population. The loci and fuzziness of nucleosome were calculated by software DANPOS [32].

### Molecular dynamics simulations

The initial atomistic model of an unmodified 33-bp B-DNA fragment was built using w3DNA web interface [41] to the 3DNA software package [42]. The sequence of the fragment was GCTCACCCGCGCCC*AT*GGTGGGAGCCGGAGACG, where the positions of potential N^6^-methylation are in italics. The structure of the modified fragment was obtained by modifying the initial atomistic model using PyMol (http://pymol.org/). Molecular dynamics simulations were carried out using AMBER16 package with graphics processing units [43]. Parmbsc1 force field was used in the simulations [44]. Parameters for N^6^-methyladenosine was adapted from those of RNA N^6^-methyladenosine [45]. The structures were solvated in TIP3P water [46] such that the closest distance between DNA atoms and the truncated octahedral water box edge was greater than 10 Å. The system also contained 150 mM NaCl after neutralizing with Na+ ions. Particle mesh Ewald was used to calculate the electrostatic interactions with a grid spacing of about 1.0 Å. The non-bonded cutoff was 12 Å with the missing long-range van der Waals interactions approximated with a long-range continuum correction [47]. Energy minimization was done by 3000 steps of steepest descent followed by 97,000 steps of conjugate gradient. The DNA was fixed initially and then relaxed to minimize the energy of the entire system. One nanosecond of NPT simulation was used to equilibrate the density of the system. Production simulations were carried out in NVT ensemble at 300 K using Langevin dynamics with a collision frequency of 1 ps^−1^. SHAKE algorithm was used to constrain all bonds involving hydrogen atoms, which allowed an integration step of 2 fs. The trajectories were about 500 ns long for each construct. Conformation snapshots were saved every 20 ps. Structural parameters of DNA were computed using the 3DNA program [42]. The error bars in Fig. 1 and Additional file 1: Figures S1 and S2 are standard errors of the mean calculated using block averaging and conventional error propagation rules.

### Validation of 6mA sites

Input percentage method was used to validate the 6mA site and measure the relative abundance by real-time qPCR; Ct values were used for performing the calculation which consists on evaluating the fold difference between 6mA-IP sample and input. The equation used lies below:

$$ \Delta \mathrm{Ct}\ \left[\mathrm{normalized}\ 6\mathrm{mA}-\mathrm{IP}\right]=\left(\mathrm{Ct}\ \left[6\mathrm{mA}-\mathrm{IP}\right]-\right(\mathrm{Ct}\ \left[\mathrm{Input}\right]-\mathrm{Log}2\ \left(\mathrm{Input}\ \mathrm{Dilution}\ \mathrm{Factor}\right). $$

In this work, the fraction of input saved is 10 μl and the fraction for each 6mA-IP is 70 μl. The IP fraction is seven times to the input fraction. The equation above is as follows: ΔCt [normalized 6mA-IP] = (Ct [6mA-IP] − (Ct [Input] − Log2 (7)). The percentage (Input %) value for each sample is calculated as follows: Input % = 100/2 ΔCt [normalized 6mA-IP]. The “Input %” value represents the enrichment of certain 6mA modification on a specific region. Two replicates are performed and averaged to represent the relative abundance.

## Additional files

Additional file 1: **Figure S1.** Preferred sequence motifs for *Tetrahymena* 6mA sites. **Figure S2.** Agarose gel of MNase digested nuclei. **Figure S3.** Nucleosome assembly favors 6mA-free regions in vitro. **Figure S4.** Changes of mean value after 6mA modification in the intra-base pair (A-F) and inter-base pair (G-L) parameters as a function of distance from the center of the modification site. **Figure S5.** Changes of standard deviation (s.d.) after 6mA modification in the intra-base pair (A-F) and inter-base pair (G-L) parameters as a function of distance from the center of AT. **Figure S6.** Multiple sequence alignment and phylogenetic distribution analysis of MTA70 family. **Figure S7.** Knockout of two methyltransferases in *Tarahymena* and in vitro methylation activity characterization of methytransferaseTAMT-1. **Figure S8.** Effects of *tamt-1* knockout.

Additional file 2: **Table S1.** Genomic loci for individual 6mA testing. Table S2. Sequences of primers used for *tamt-1* KO experiment.

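Each tested locus in Table S1 has a scaffold, a start and an end, the sequence between them and the gene it lies in. The loci span 333 to 403 bp, and in every one the sequence is as long as the end minus the start. N1, N2 and N3 lie in the genes of M1, M2 and M3, which are TTHERM_01008630, TTHERM_00580360 and TTHERM_00585250, so these genes hold a locus of either kind.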

# Supplementary material for: N6-methyldeoxyadenosine directs nucleosome positioning in Tetrahymena DNA
**Source:** Genome Biol. 2018 Nov 19;19:200. doi: 10.1186/s13059-018-1573-3
**Supplement:** Supplementary file 1 — Figure S1. Preferred sequence motifs for Tetrahymena 6mA sites. Figure S2. Agarose gel of MNase digested nuclei. Figure S3. Nucleosome assembly favors 6mA-free regions in vitro. Figure S4. Changes of mean value after 6mA modification in the intra-base pair (A-F) and inter-base pair (G-L) parameters as a function of distance from the center of the modification site. Figure S5. Changes of standard deviation (s.d.) after 6mA modification in the intra-base pair (A-F) and inter-base pair (G-L) parameters as a function of distance from the center of AT. Figure S6. Multiple sequence alignment and phylogenetic distribution analysis of MTA70 family. Figure S7. Knockout of two methyltransferases in Tarahymena and in vitro methylation activity characterization of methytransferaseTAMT-1. Figure S8. Effects of tamt-1 knockout.

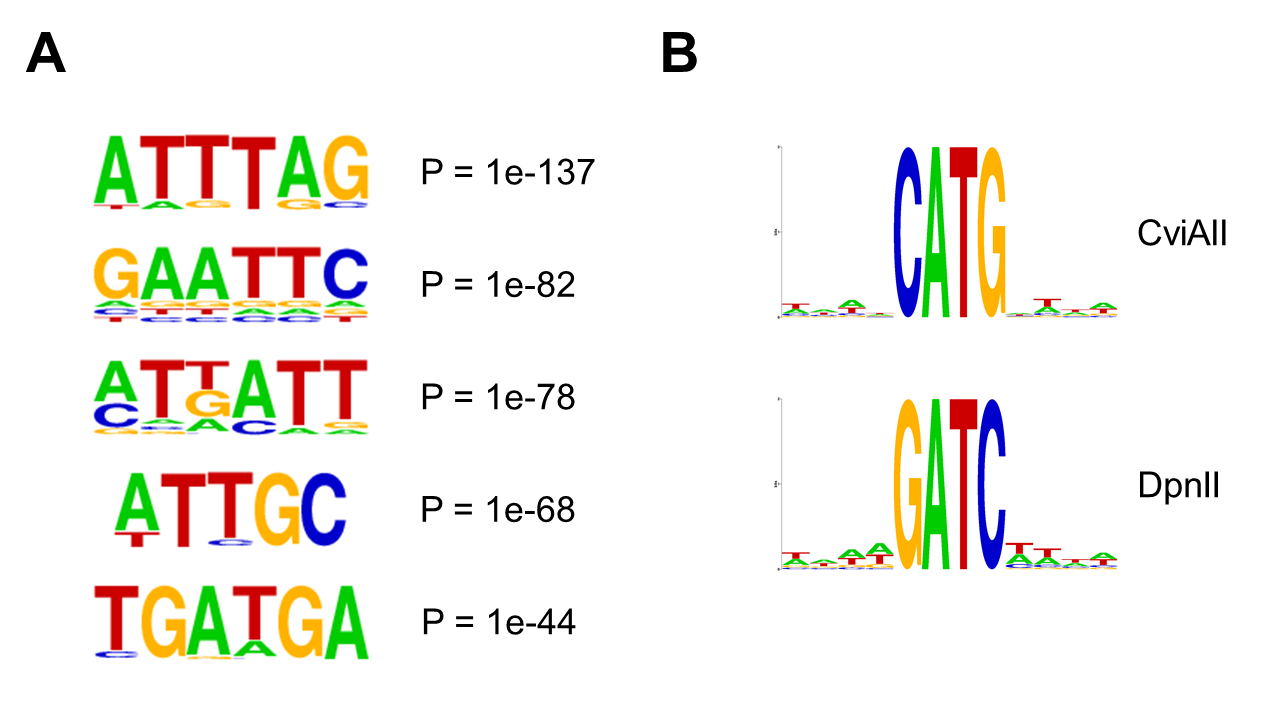

**Figure S1.** Preferred sequence motifs for *Tetrahymena* 6mA sites. (A) Sequence motif discovered in 6mA-IP-seq. Homer program was used to search the consensus sequences in the 6mA peak regions. (B) Sequence logo of the 6mA sites identified by 6mA-RE-seq and the flanking 4 bp regions.

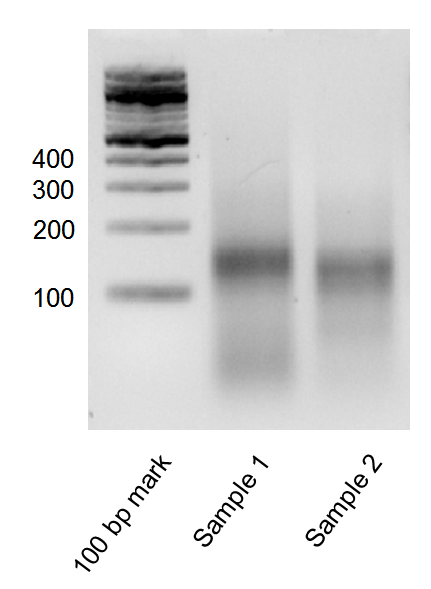

**Figure S2.** Agarose gel of MNase digested nuclei. The bands around 150 bp represent the nucleosome protected regions which resisted MNase digestion.

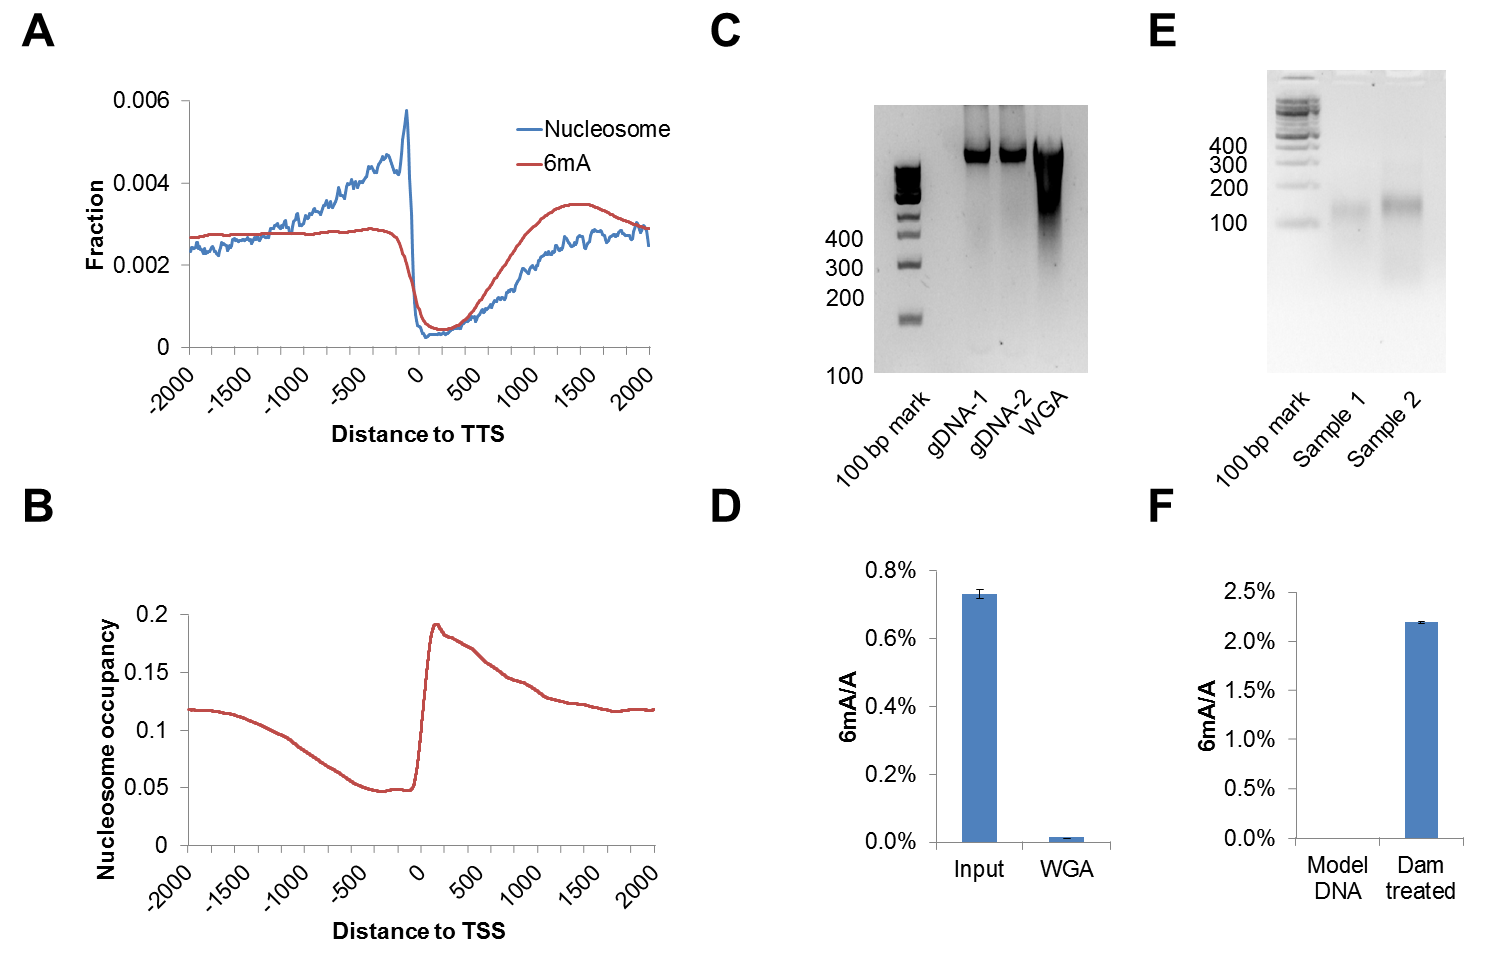

**Figure S3.** Nucleosome assembly favors 6mA-free regions *in vitro*. (A) 6mA abundance decreased following transcription terminal site. (B) Computationally predicted nucleosome occupancy around TSS area. (C) Agarose gel showed the size of genomic DNA and the DNA products from whole genome amplification (WGA). (D) 6mA abundance (6mA/A) quantification by UHPLC-QQQ-MS/MS of native genomic DNA (Input) and whole genome amplified DNA (WGA). After WGA, 6mA was largely diluted comparing to the native genomic DNA. (E) Agarose gel showed ~150 bp bands of MNase digested nucleosome assembly which used WGA DNA as the substrate. (F) 6mA abundance (6mA/A) quantification by UHPLC-QQQ-MS/MS of model DNA and Dam treated DNA which contained one GATC site.

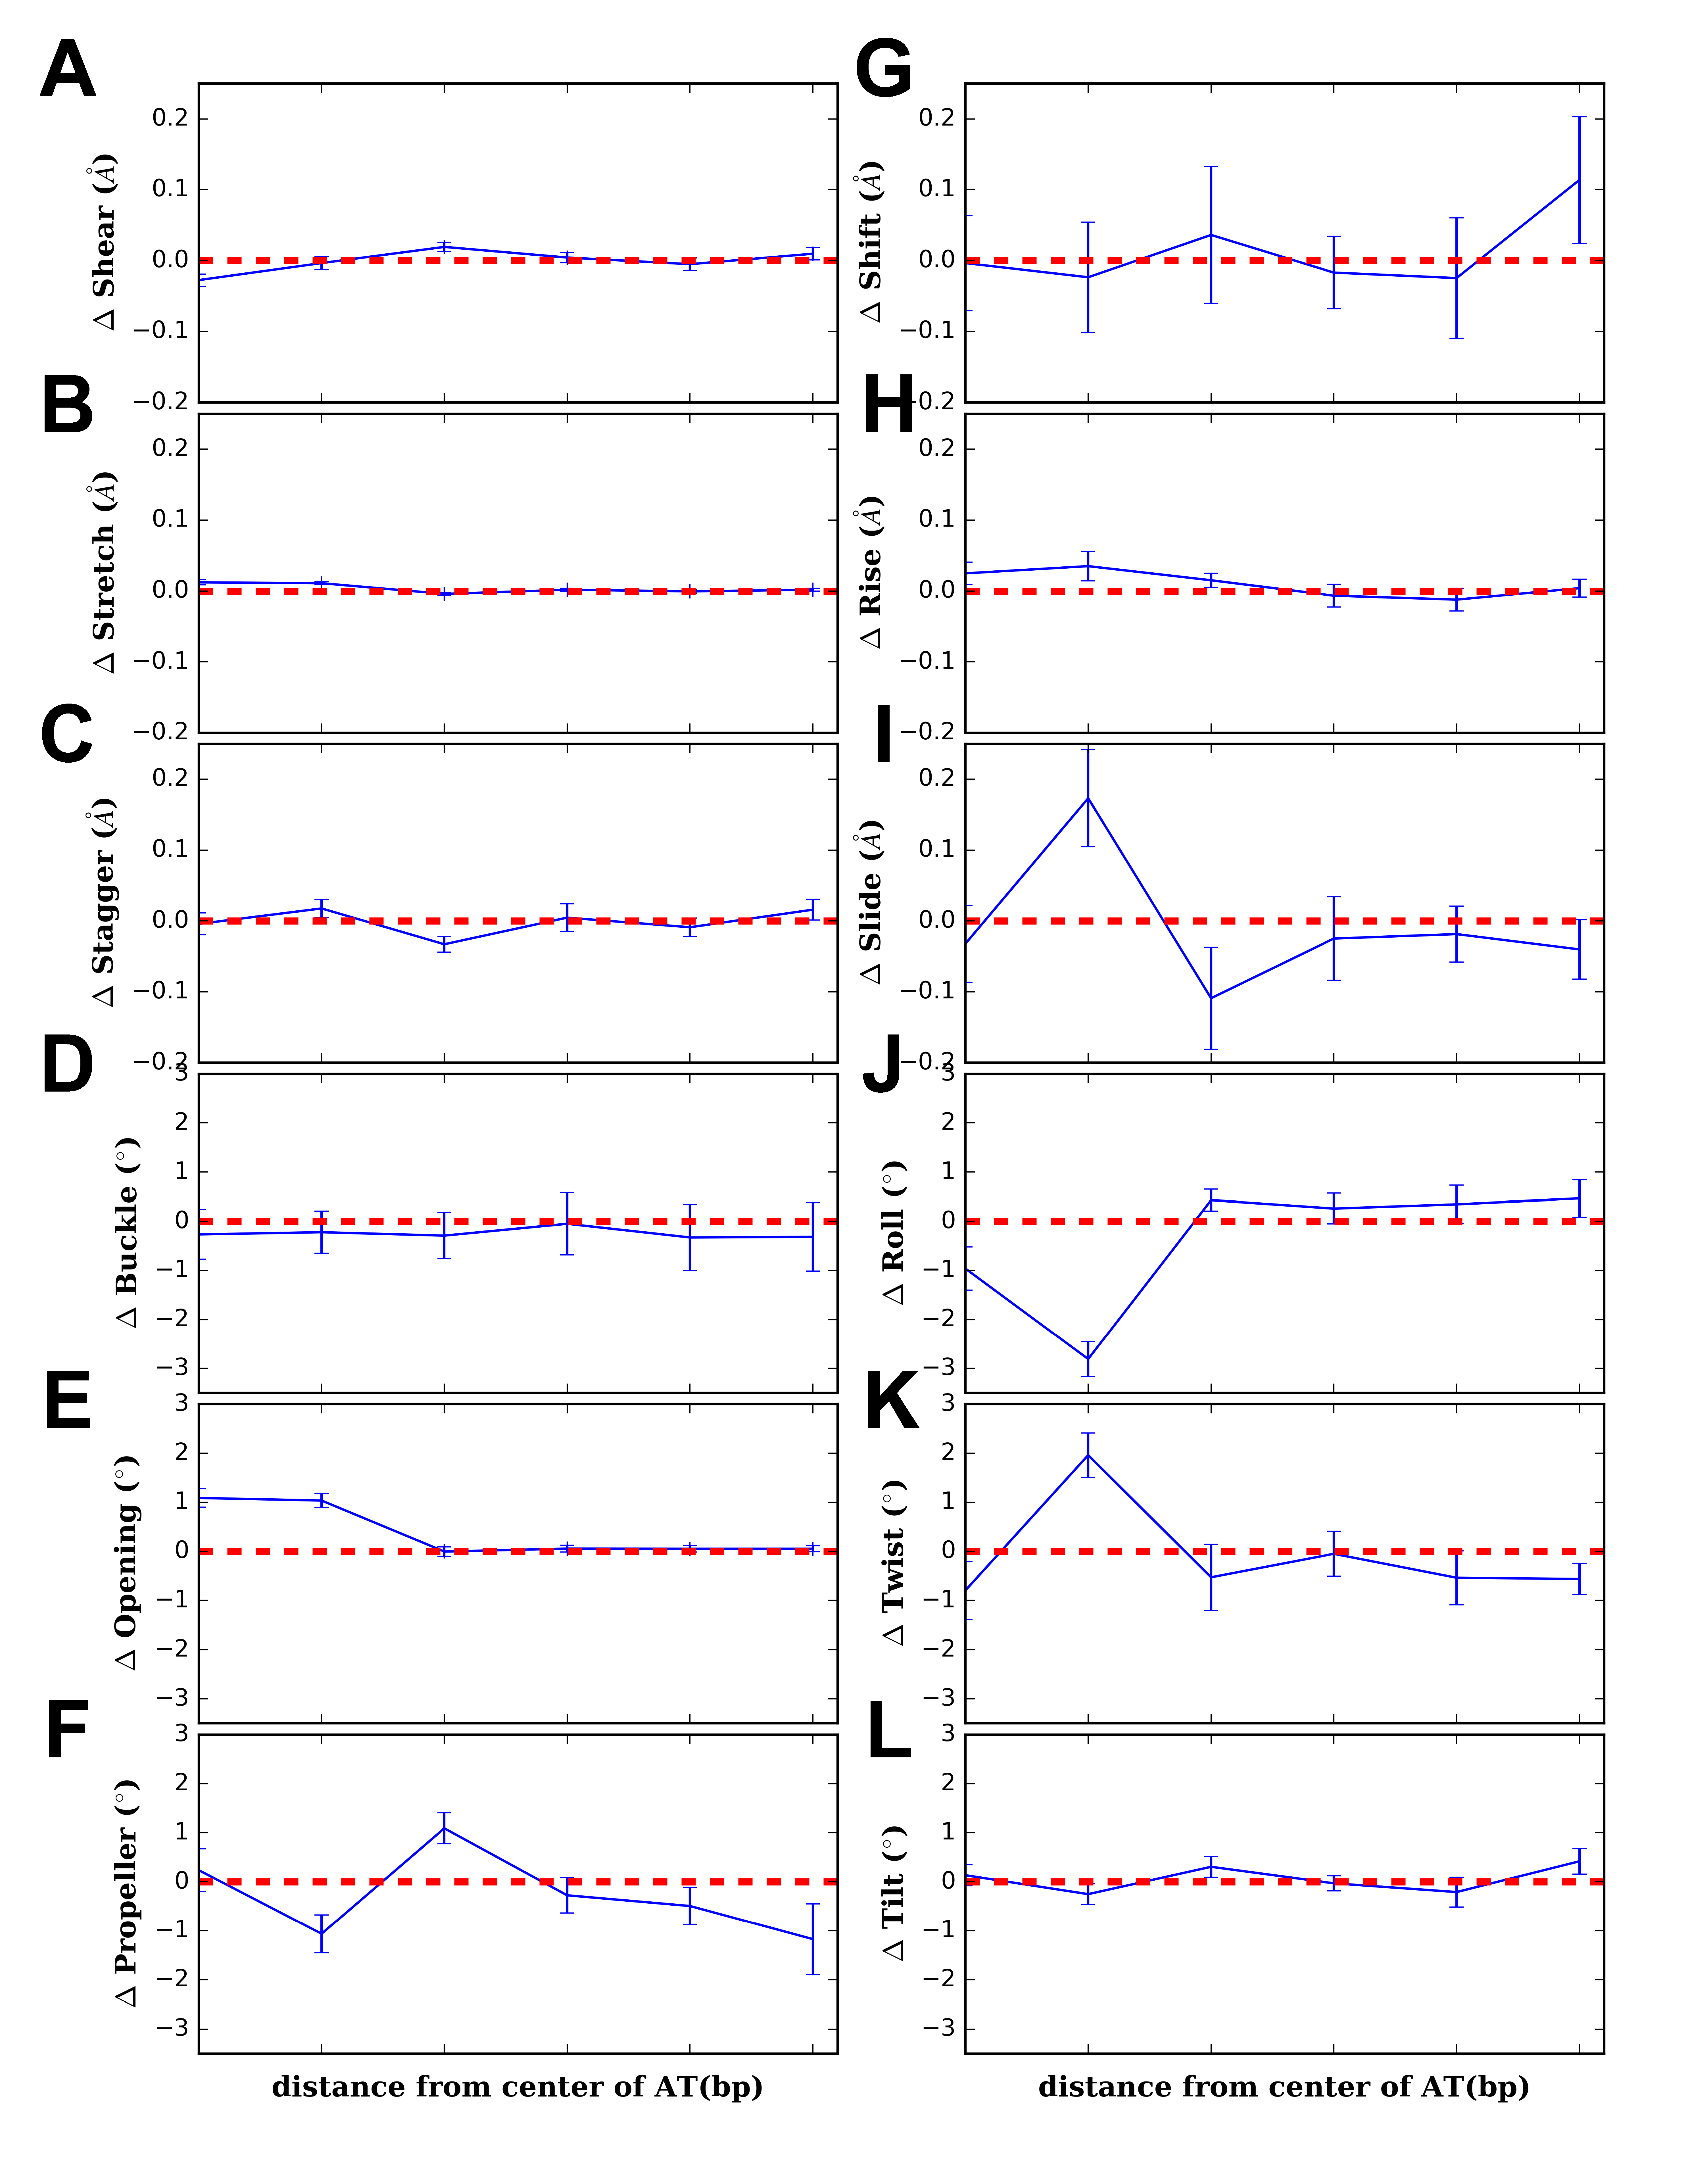

**Figure S4.** Changes of mean value after 6mA modification in the intra-base-pair (A-F) and inter-base-pair (G-L) parameters as a function of distance from the center of the modification site. The values are averaged over upstream and downstream directions. The error bars are +/- one standard error of the mean.

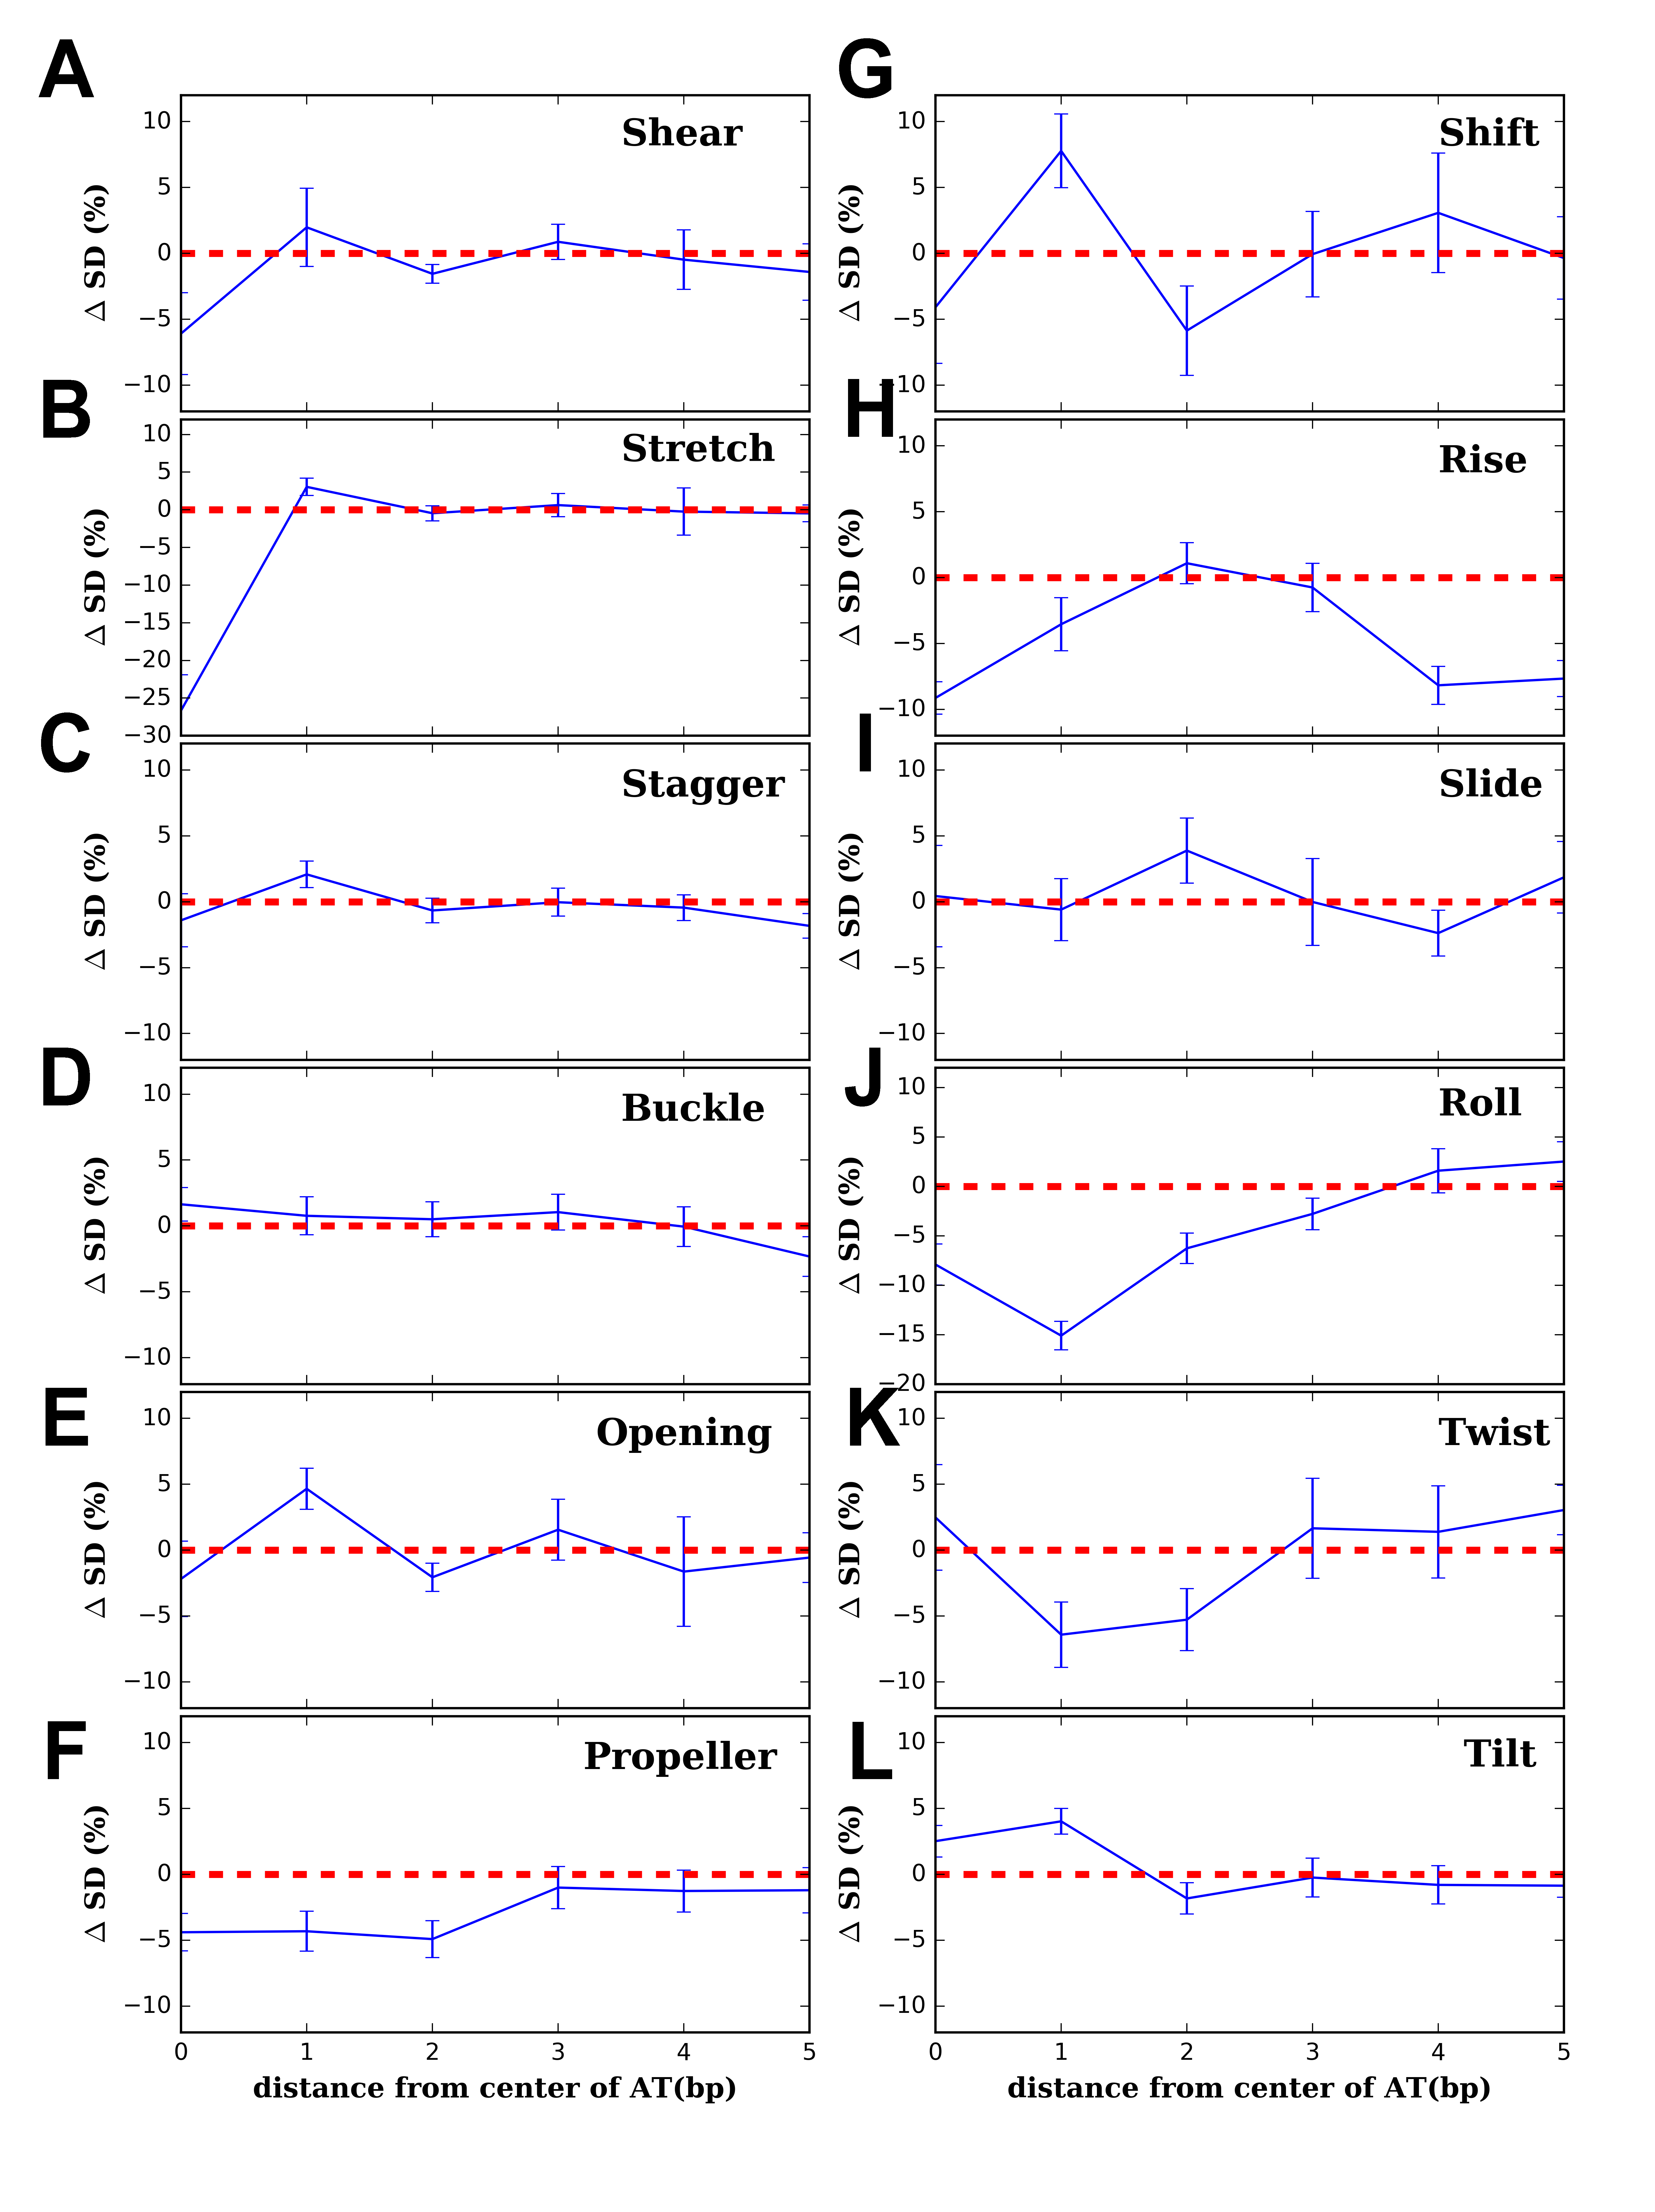

**Figure S5.** Changes of standard deviation (s.d.) after 6mA modification in the intra-base-pair (A-F) and inter-base-pair (G-L) parameters as a function of distance from the center of AT. The values are averaged over upstream and downstream directions. The error bars are +/- one standard error of the mean.

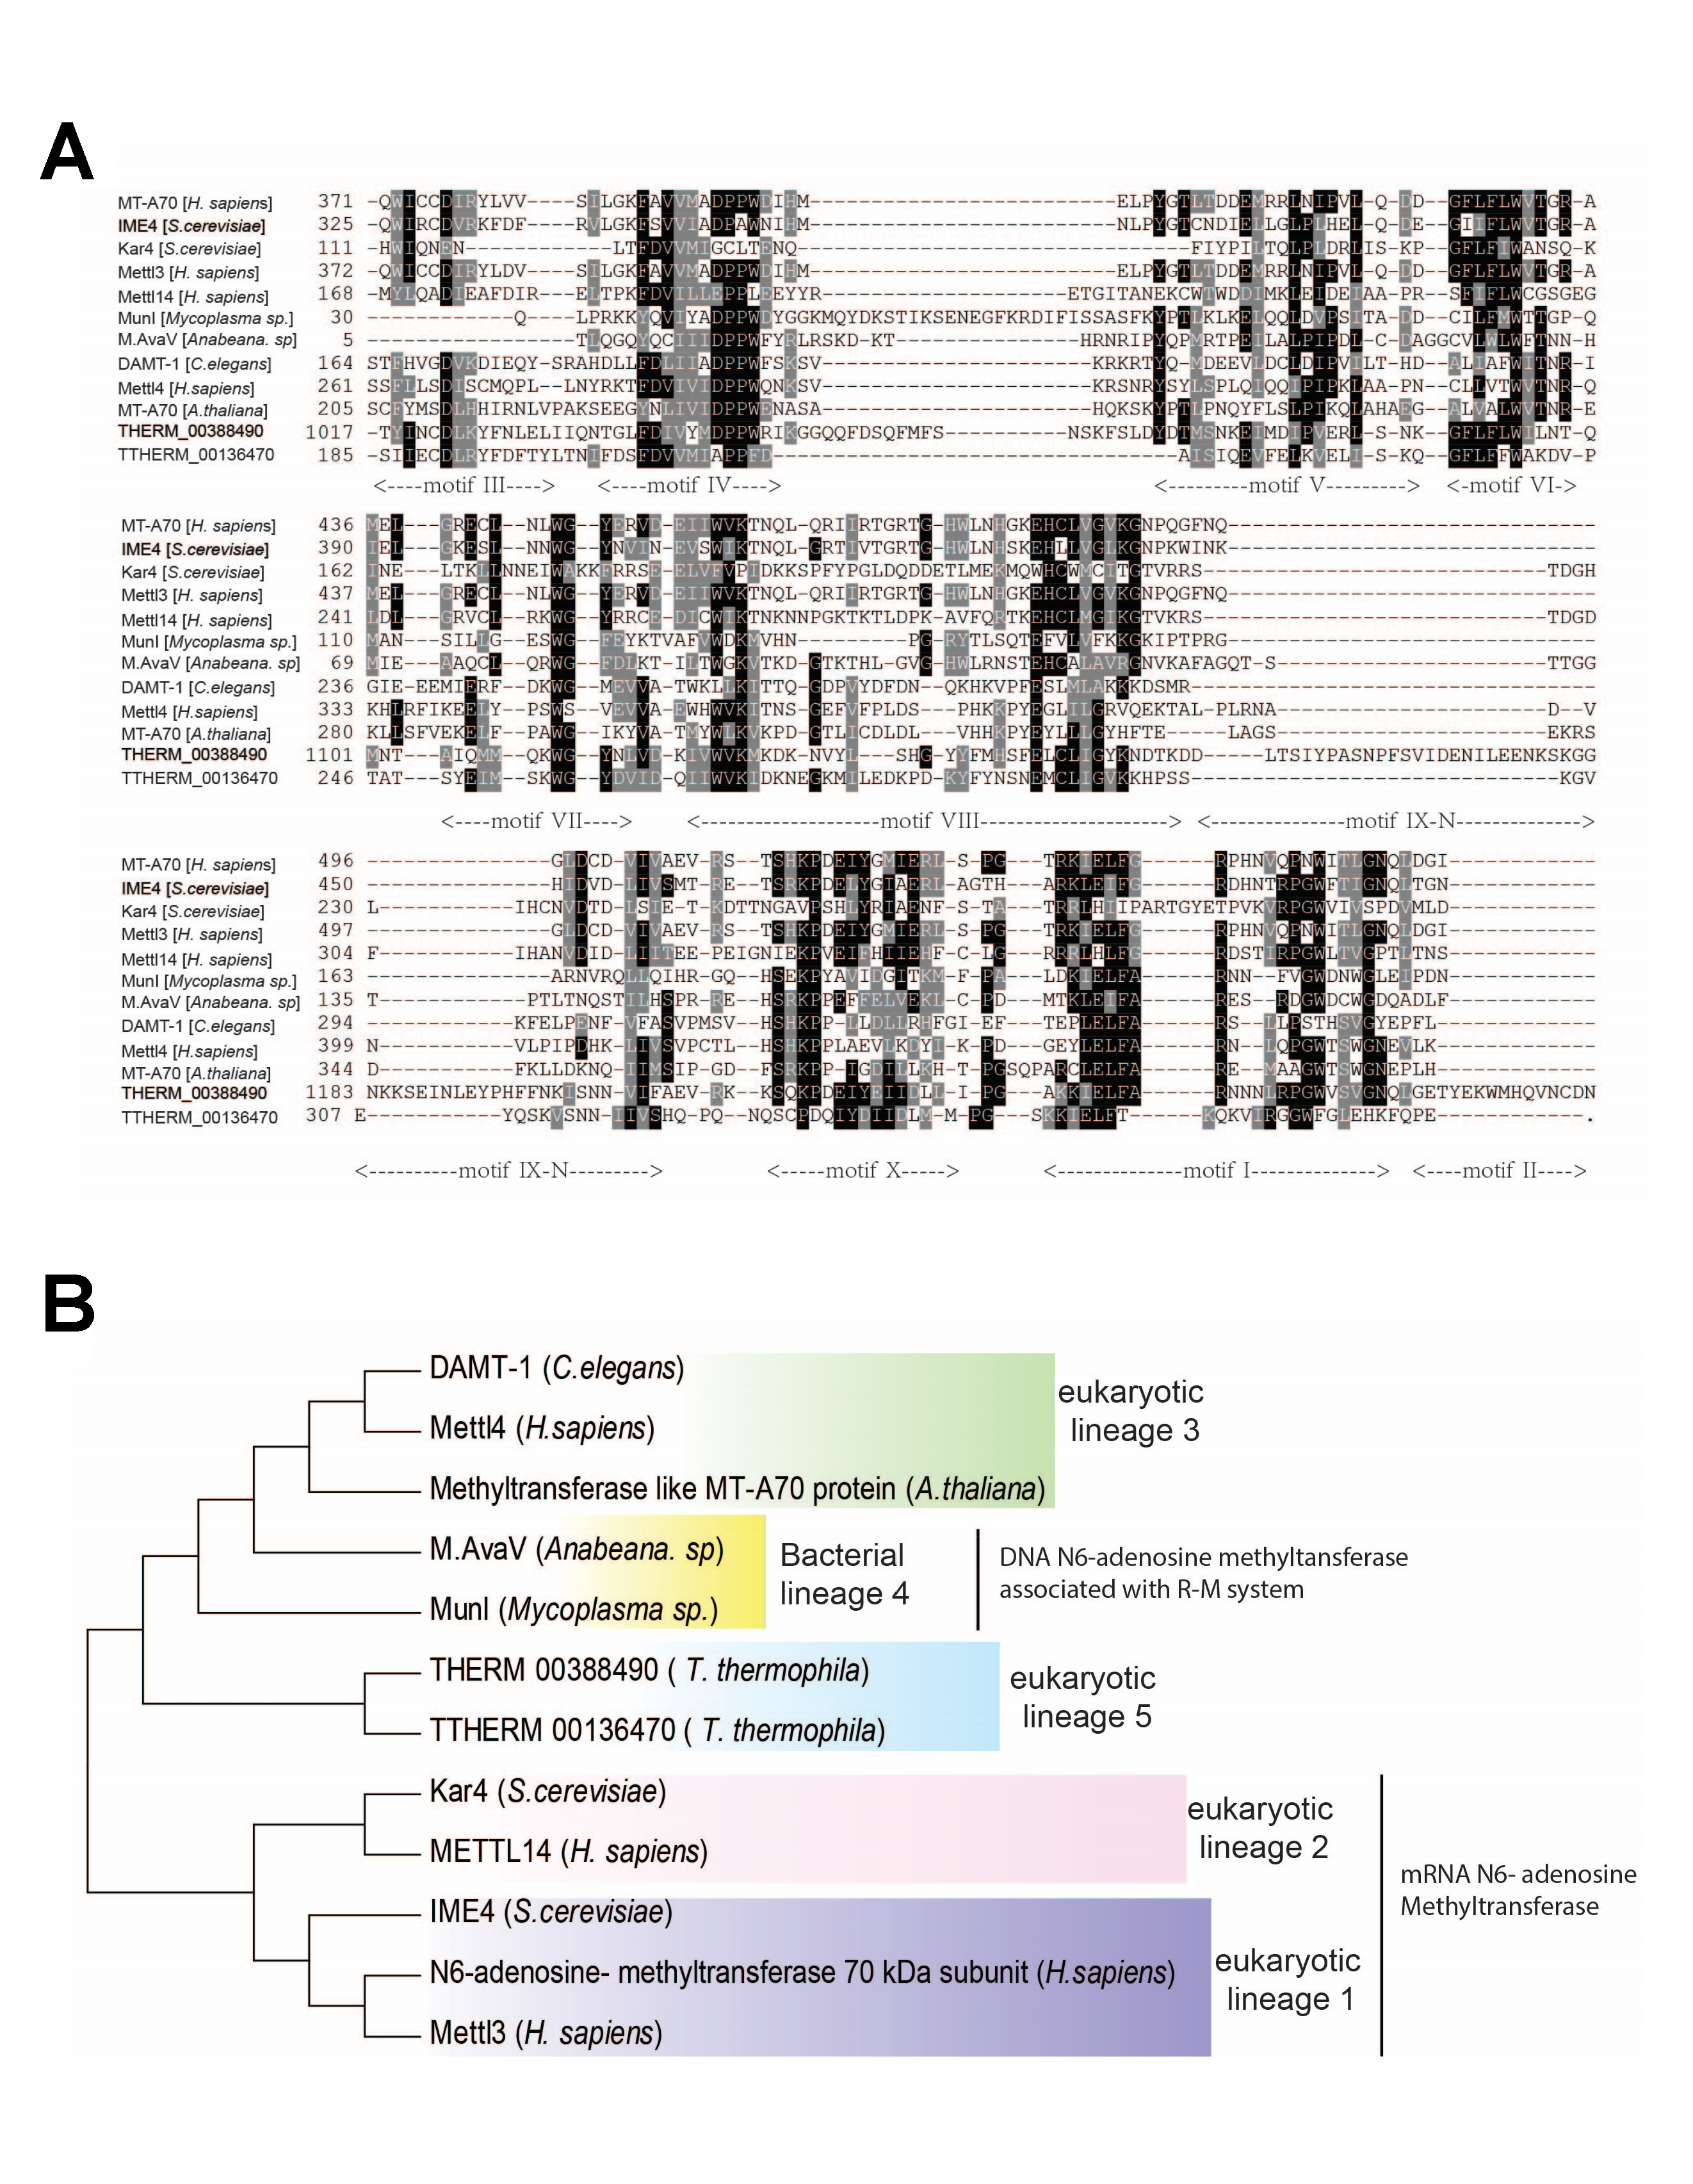

**Figure S6.** Multiple sequence alignment and phylogenetic distribution analysis of MTA70 family. (A) Multiple sequence alignment of two putative *Tetrahymena* candidates was performed with other MTA70 family members using T-coffee and Boxshade programs. Identical and semi-conserved residues are highlighted in black and grey respectively. (B) Phylogeny tree of MTA70 family members in bacterial and eukaryotic lineages.

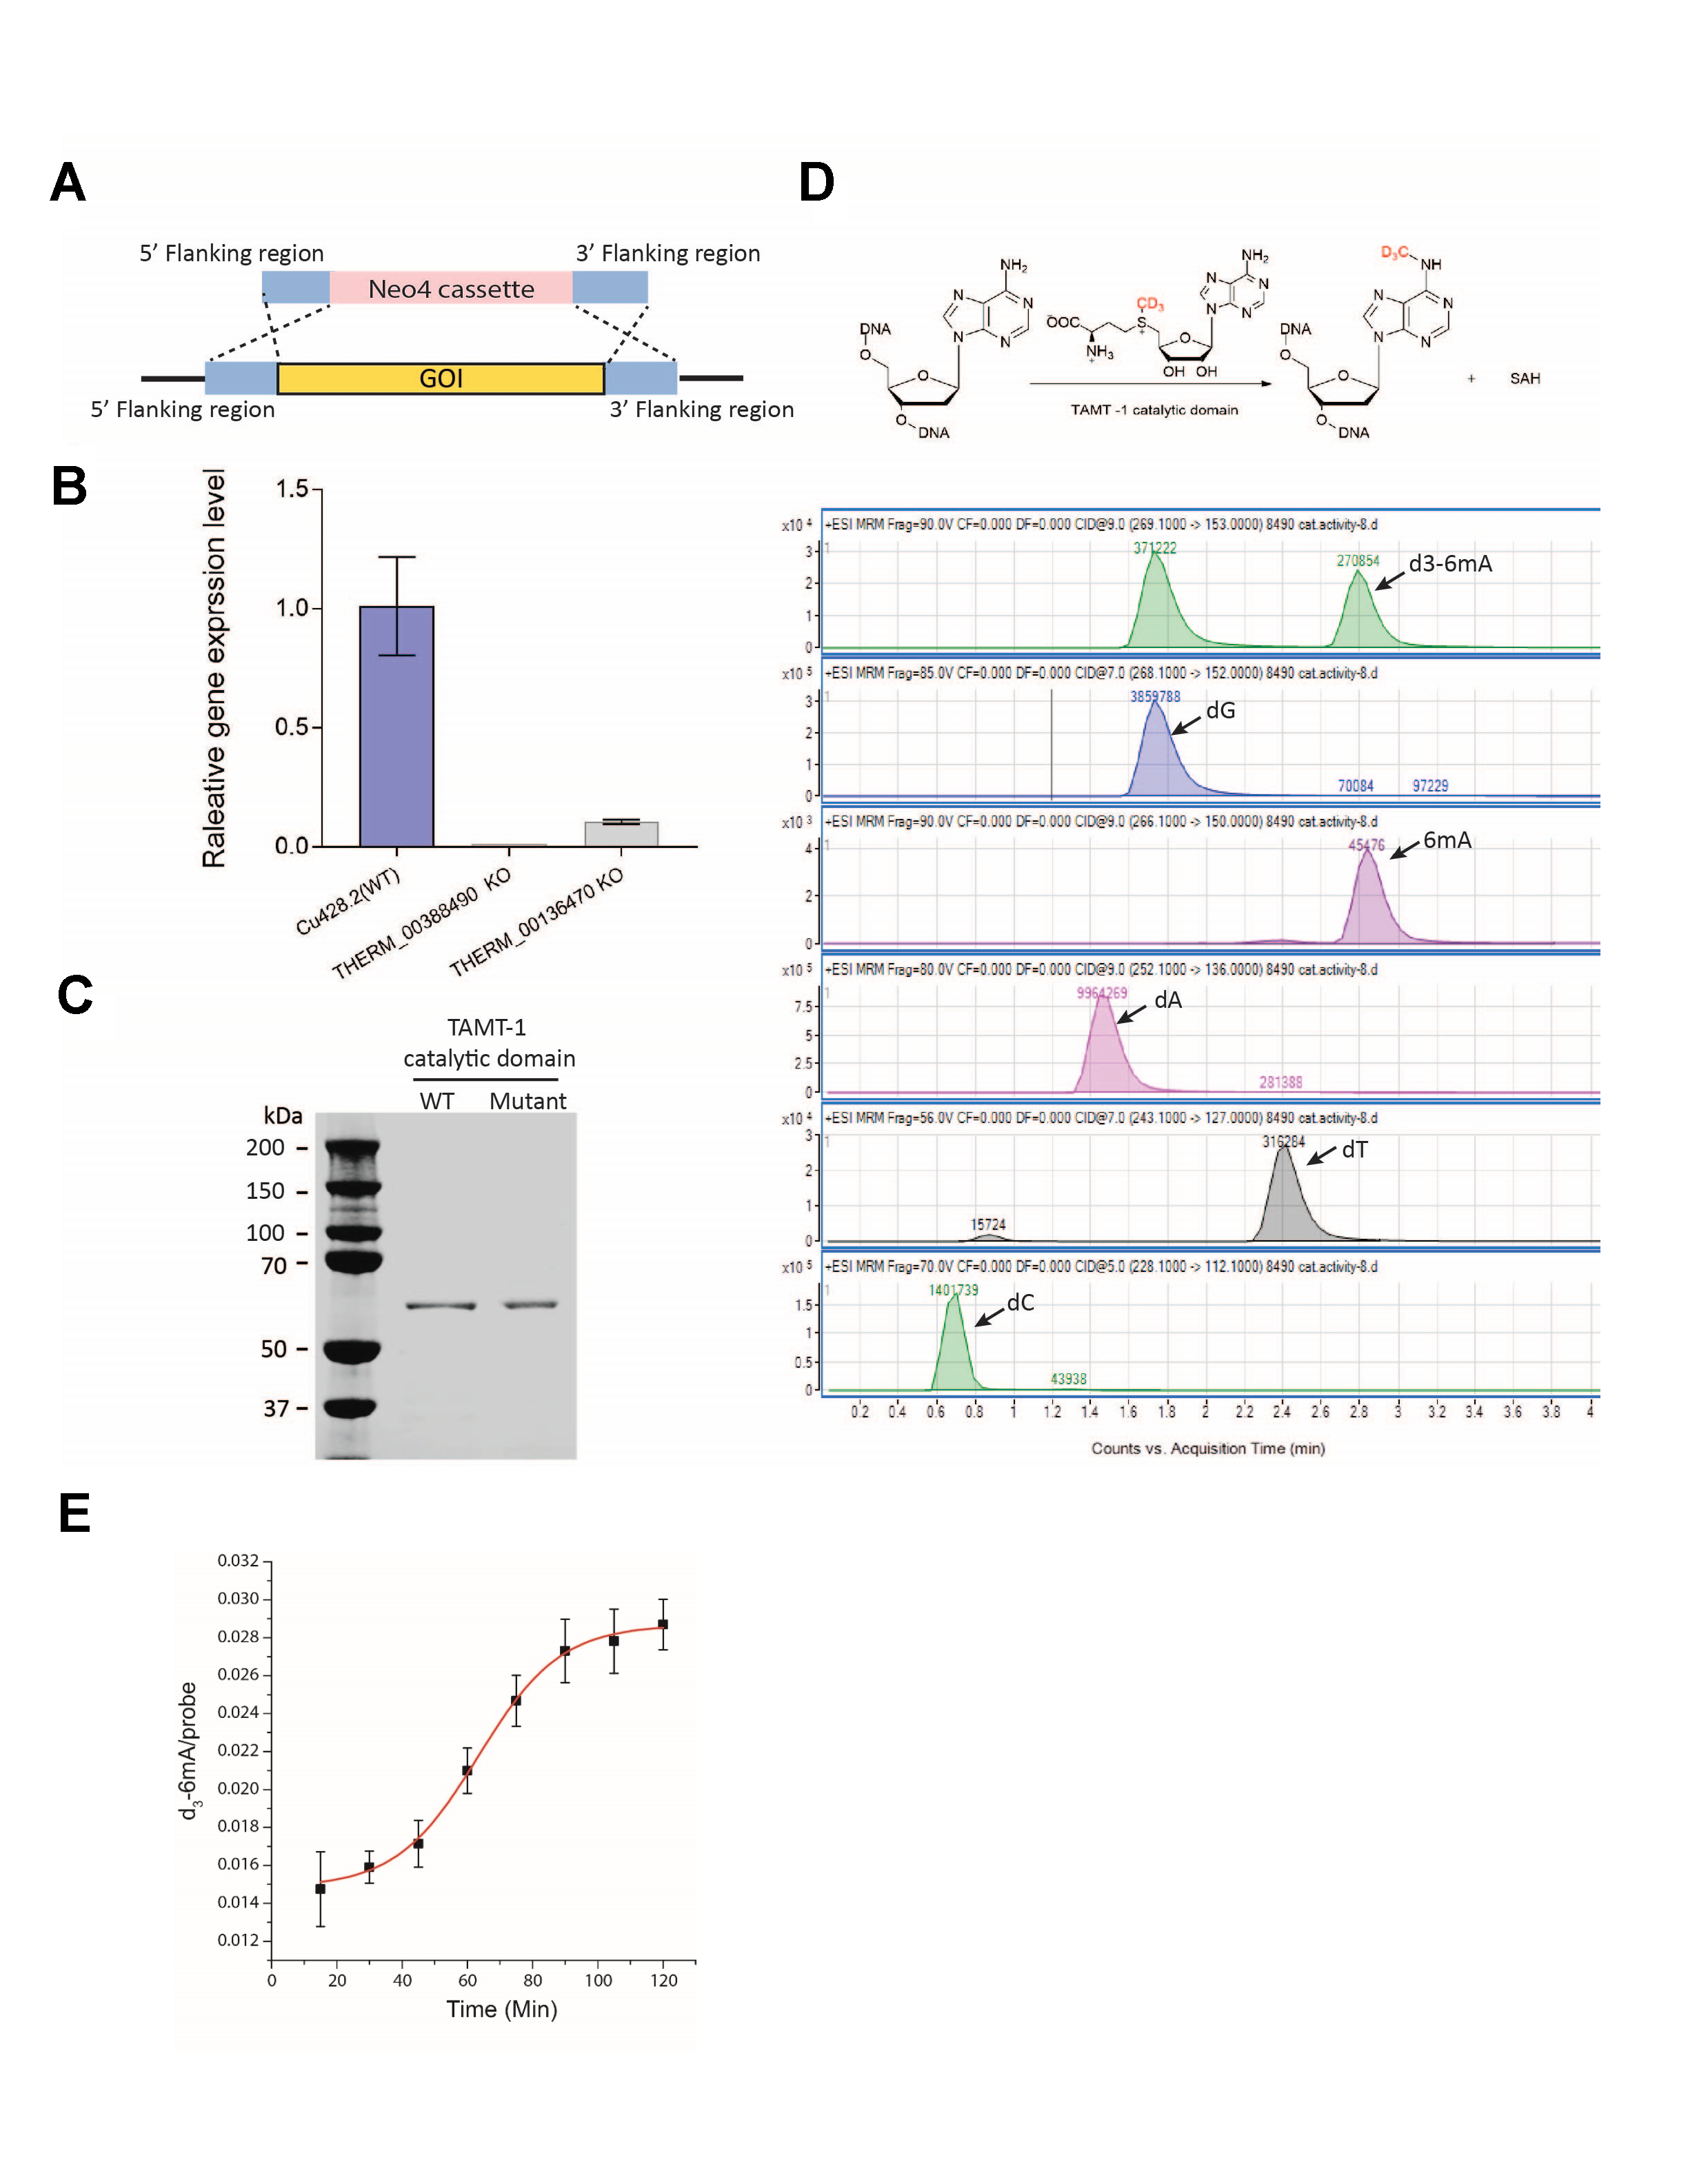

**Figure S7**. Knockout of two methyltransferases in *Tarahymena* and *in vitro* methylation activity characterization of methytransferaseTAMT-1.(A) Strategy to generate knockout cells. The wild-type *TTHERM_00136470* and *THERM_00388490* locus was homologously replaced by Neo4cassette (pink box), targeted disrupt the gene of interest (yellow box). (B) Knockout efficiency of two *Tetrahymena* candidates was assessed by real-time qRT-PCR. (C) Catalytic domain of TAMT-1 and its mutant were expressed, purified and characterized by SDS-PAGE gel. (D) d3-SAM was used as the cofactor to eliminate the potential contamination of m6A which already bound to the methyltransferase during the purification process. The representative UHPLC-MS/MS spectra illustrates the newly formed d3-m6A as well as the digested nucleotides (dA, dT, dC, dG and 6mA) in probe 2. (E) Time course of methylation catalyzed by TAMT-1 on DNA probe-2. Reactions (50 μl) containing 50 nM TAMT-1, 200 nM DNA probe and 4 μM d3-SAM were incubated at 30 °C. The methylation yields were calculated on the basis of the molar ratio of d3-6mA to probe, measured by UHPLC-MS/MS. Error bars indicate mean ± s.d., n = 4 (two biological replicates × two technical replicates).

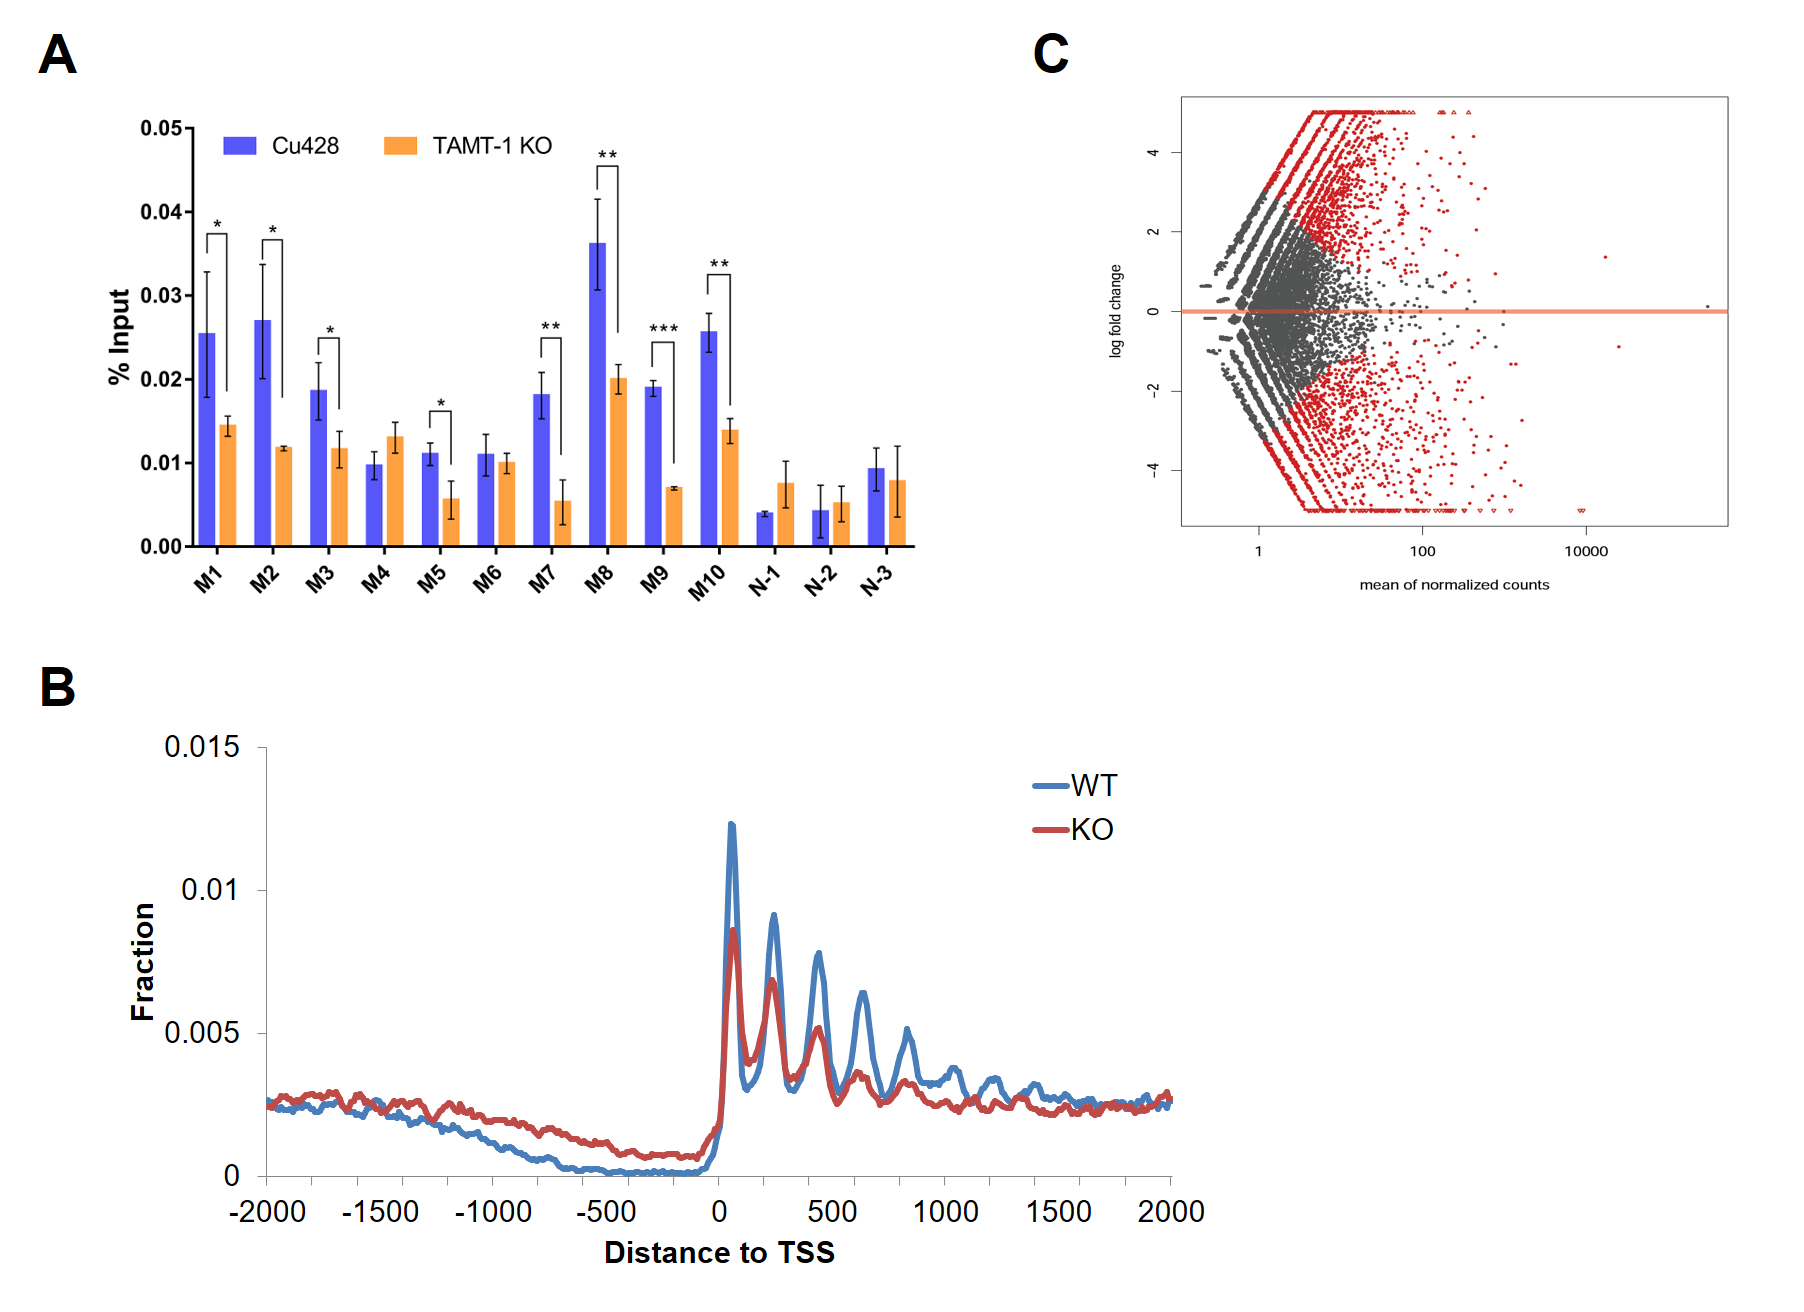

**Figure S8.** Effects of *tamt-1* knockout. (A) qPCR results of 13 selected 6mA sites validated by 6mA-IP-seq. gDNA was fragmented to 200 bp and was conducted to 6mA immunoprecipitation subsequently. qPCR was performed using specific primers covering these sites. The abundances of enrichment after immunoprecipitation were calculated by the percentage of immunoprecipitated products to input DNA samples (n = 6, mean ± s.d.). M1-M10: with 6mA peaks via 6mA-IP-seq; N1-N3: without 6mA peaks via 6mA-IP-seq. * p<0.05; ** p<0.01; *** p<0.005. (B) Nucleosome array of KO and WT samples. The positioning of KO is less sharp than WT in TSS adjacent region. (C)Differentially expressed gene analysis of *tamt-1* KO cells comparing to WT cells. Each dot represents one gene. Red dots represent significantly changed genes (p<0.05).

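The sequences in Table S1 show which GATC and CATG motifs of the tested loci the enzymes can read. The M loci hold 12 such motifs, in 8 of the 10 loci, and 7 of them, in 5 loci, are on a 6mA-RE-seq list of WT cells. Each listed position falls on the adenine of its motif. In M2 the adenine at 363377 of scaffold scf_8254464 is on the DpnI and DpnII lists, and in M10 so is the adenine at 312639 of scaffold scf_8254582. M6, on scaffold scf_8254811, has CATG adenines on the CviAII list at 170138 and 170158 and a GATC adenine on the DpnI list at 170224. The N loci hold 8 motifs, and 0 of them are on a list.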

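Over the whole genome, without regard to TSS, KO centres were spaced at 195 ± 0.707 bp (SD, n = 2 strains). Pairs of KO centres 180 to 220 bp apart were 5.12 ± 0.0534 times as frequent as pairs 280 to 320 bp apart, above the ratio of WT cells with all centres used. With the 18499 highest-scoring centres of every library the KO ratio was 5.27, below that of WT cells, so the order of WT and KO depends on how many centres are used. The array adjacent to TSS was not analysed here.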

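Without adjustment, 12673 of the 20817 genes had a limma p under 0.05, 6463 higher and 6210 lower in KO cells. The 5 largest rises among the genes past the adjusted threshold had log2 differences of 8.10 to 9.29, led by TTHERM_00773550 (9.29, standard error 0.52, limma, adjusted p = 0.000577) and TTHERM_01125160 (8.64, standard error 0.69, limma, adjusted p = 0.00102). The 5 largest falls had log2 differences of −11.29 to −9.997, led by TTHERM_001109990 (−11.29, standard error 0.61, limma, adjusted p = 0.000576) and TTHERM_00125280 (−10.71, standard error 0.40, limma, adjusted p = 0.000556), and 2 of the 5 are listed at 0 in every KO library. The lowest log2 differences under any alternative were −13.50 and −13.32 in the 2 genes listed at 0. In the 2 named falls they were −12.10 and −12.13, so the order of the falls depends on the setting. In each of the 4 named genes all 4 KO libraries lay on the same side of all 4 WT libraries. The table pairs these identifiers with no gene names.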

# Supplementary material for: N6-methyldeoxyadenosine directs nucleosome positioning in Tetrahymena DNA
**Source:** Genome Biol. 2018 Nov 19;19:200. doi: 10.1186/s13059-018-1573-3
**Supplement:** Supplementary file 2 — Table S1. Genomic loci for individual 6mA testing. Table S2. Sequences of primers used for tamt-1 KO experiment.

**Table S1. Genomic loci for individual 6mA testing**

| ID | Genomic loci | Gene | Genomic sequence (potential 6mA sites are marked in red) |
| --- | --- | --- | --- |
| M1 | scf_8253992:18,490-18,843 | TTHERM_01008630 | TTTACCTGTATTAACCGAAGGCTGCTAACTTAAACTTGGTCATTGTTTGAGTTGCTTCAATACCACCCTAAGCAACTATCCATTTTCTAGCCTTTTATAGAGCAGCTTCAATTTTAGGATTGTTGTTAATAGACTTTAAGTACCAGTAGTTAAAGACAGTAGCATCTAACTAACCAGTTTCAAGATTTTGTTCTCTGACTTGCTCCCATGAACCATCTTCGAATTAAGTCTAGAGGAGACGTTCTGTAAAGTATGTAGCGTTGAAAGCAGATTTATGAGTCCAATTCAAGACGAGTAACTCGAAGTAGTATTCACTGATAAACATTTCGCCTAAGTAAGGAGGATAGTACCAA |
| M2 | scf_8254464:363,129-363,463 | TTHERM_00580360 | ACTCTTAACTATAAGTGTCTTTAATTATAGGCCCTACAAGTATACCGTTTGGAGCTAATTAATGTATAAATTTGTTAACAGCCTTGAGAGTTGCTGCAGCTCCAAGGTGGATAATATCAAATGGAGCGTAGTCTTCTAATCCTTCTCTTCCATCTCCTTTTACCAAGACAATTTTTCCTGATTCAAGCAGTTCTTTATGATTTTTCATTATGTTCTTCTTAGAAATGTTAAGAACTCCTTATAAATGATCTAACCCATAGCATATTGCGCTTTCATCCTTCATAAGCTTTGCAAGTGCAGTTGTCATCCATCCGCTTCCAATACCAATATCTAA |
| M3 | scf_8254444:291,934-292,320 | TTHERM_00585250 | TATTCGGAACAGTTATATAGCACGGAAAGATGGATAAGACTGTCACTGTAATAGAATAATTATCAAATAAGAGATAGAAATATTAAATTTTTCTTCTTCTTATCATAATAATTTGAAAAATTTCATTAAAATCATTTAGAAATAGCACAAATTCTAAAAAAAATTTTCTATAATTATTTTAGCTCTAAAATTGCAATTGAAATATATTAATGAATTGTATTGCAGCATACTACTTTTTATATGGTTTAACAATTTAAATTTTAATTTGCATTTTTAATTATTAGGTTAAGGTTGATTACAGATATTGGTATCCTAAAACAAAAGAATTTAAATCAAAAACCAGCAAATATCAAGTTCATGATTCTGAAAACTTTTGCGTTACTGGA |
| M4 | scf_8254589:107,550-107,900 | TTHERM_00997670 | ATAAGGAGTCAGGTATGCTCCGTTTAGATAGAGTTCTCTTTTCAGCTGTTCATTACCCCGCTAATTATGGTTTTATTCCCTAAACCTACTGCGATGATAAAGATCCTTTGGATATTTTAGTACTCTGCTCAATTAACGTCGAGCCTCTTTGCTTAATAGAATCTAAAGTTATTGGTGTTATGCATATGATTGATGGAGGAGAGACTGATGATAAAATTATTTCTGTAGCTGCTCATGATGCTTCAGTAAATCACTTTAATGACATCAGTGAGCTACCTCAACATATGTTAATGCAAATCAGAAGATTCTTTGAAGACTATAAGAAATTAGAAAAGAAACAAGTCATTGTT |
| M5 | scf_8253899:58,881-59,231 | TTHERM_01222600 | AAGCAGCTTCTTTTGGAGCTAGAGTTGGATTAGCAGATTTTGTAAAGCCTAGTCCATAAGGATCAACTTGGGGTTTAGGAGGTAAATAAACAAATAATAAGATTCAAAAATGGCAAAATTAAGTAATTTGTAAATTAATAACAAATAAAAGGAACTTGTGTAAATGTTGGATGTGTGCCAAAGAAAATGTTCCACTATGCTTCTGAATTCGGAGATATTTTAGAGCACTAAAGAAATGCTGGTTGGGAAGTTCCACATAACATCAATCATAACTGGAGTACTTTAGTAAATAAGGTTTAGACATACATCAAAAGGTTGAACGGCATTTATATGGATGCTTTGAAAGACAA |
| M6 | scf_8254811:170,083-170,443 | TTHERM_00070750 | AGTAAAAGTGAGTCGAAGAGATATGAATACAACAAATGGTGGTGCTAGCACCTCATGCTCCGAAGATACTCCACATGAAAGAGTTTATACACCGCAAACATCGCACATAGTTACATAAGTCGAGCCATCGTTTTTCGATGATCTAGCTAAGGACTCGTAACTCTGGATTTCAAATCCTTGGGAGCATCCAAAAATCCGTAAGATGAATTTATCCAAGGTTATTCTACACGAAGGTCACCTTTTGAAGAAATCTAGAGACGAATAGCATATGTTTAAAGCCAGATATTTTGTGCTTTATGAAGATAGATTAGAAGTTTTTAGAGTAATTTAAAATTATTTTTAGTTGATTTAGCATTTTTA |
| M7 | scf_8254811:873,900-874,262 | TTHERM_00059140 | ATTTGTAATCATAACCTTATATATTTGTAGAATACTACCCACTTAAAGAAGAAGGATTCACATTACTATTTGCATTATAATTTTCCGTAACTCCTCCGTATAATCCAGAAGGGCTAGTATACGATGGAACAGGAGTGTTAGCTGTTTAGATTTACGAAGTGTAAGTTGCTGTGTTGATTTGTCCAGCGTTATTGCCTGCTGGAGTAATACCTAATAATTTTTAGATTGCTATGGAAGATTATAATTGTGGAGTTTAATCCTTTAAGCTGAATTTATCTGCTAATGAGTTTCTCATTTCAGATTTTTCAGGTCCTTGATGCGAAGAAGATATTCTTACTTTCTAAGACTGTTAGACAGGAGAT |
| M8 | scf_8253887:346,582-346,962 | TTHERM_00647500 | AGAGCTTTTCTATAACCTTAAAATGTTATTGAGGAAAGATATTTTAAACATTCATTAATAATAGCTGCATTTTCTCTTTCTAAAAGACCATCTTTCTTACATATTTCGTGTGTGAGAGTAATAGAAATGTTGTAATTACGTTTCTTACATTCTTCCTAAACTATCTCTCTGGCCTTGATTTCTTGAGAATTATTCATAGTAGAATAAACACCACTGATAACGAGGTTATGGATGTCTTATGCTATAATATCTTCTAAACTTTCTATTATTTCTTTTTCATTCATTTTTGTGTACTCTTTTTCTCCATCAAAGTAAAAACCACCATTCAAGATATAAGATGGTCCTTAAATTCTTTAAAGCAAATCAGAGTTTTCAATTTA |
| M9 | scf_8254638:604,449-604,836 | TTHERM_00190940 | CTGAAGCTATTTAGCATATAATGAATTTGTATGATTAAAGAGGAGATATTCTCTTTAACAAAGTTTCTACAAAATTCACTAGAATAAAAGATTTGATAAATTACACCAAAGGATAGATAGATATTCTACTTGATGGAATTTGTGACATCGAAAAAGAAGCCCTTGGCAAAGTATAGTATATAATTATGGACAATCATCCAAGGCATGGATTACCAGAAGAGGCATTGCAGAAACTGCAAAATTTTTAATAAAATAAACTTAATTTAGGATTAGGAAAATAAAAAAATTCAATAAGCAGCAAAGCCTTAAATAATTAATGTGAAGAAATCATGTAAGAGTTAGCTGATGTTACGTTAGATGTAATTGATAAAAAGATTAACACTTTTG |
| M10 | scf_8254582:312,385-312,718 | TTHERM_00138080 | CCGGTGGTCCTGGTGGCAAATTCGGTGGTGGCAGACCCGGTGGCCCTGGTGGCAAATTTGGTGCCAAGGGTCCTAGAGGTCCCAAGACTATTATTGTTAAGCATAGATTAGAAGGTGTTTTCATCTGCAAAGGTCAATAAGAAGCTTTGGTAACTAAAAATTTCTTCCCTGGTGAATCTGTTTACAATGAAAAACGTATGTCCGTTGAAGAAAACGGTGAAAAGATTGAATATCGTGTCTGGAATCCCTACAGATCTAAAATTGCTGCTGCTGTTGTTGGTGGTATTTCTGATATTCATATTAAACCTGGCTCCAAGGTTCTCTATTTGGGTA |
| N1 | scf_8253992:16,898-17,301 | TTHERM_01008630 | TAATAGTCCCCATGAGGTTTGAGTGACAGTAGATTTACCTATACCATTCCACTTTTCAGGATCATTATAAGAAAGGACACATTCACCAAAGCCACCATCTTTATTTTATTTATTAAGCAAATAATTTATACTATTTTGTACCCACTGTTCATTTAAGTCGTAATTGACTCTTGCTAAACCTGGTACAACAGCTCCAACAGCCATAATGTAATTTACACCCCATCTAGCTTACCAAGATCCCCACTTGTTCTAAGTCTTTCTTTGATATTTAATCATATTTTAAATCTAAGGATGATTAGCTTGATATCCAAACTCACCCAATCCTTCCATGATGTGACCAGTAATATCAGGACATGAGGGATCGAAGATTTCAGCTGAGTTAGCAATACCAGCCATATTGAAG |
| N2 | scf_8254464:361,963-362,298 | TTHERM_00580360 | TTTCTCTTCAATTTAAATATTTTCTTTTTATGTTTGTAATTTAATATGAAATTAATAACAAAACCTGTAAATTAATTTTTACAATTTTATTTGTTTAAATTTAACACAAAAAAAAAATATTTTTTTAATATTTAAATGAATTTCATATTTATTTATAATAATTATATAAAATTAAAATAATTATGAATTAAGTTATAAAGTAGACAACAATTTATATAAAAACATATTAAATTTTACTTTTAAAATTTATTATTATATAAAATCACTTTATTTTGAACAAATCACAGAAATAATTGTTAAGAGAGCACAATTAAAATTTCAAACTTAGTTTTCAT |
| N3 | scf_8254444:293,002-293,386 | TTHERM_00585250 | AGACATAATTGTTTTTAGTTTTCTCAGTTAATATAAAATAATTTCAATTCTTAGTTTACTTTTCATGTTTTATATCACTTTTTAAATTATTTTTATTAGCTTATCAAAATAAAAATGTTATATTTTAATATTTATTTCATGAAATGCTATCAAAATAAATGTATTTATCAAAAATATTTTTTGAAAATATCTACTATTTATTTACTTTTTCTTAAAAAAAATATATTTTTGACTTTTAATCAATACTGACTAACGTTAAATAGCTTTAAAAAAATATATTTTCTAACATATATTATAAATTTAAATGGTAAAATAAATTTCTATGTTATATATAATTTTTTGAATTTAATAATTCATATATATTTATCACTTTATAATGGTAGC |

**Table S2. Sequences of primers used for *tamt-1* KO experiment**

| **Description** | **5’-sequnce-3’** |
| --- | --- |
| tamt-1 KO 5'UTR Forward | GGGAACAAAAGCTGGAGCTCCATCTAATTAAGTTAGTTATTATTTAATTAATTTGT |
| tamt-1 KO 5'UTR Reverse | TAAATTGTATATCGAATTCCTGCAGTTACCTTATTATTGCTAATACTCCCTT |
| tamt-1 KO ORF Forward | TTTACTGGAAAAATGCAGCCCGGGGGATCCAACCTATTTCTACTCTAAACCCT |
| tamt-1 KO ORF Reverse | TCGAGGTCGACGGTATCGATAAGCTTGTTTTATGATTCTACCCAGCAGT |
| tamt -1 RT-qPCR Forward | GGTGAAACTTACGAAAAATGGATGC |
| tamt -1 RT-qPCR Reverse | GGTTCAGCTTCACAACGATTACAAC |
| ATU1 RT-qPCR Forward | CCTCCCCCTAAGTCTCAACC |
| ATU1 RT-qPCR Reverse | CGAAGGCAGAGTTGGTGATT |

How the deposited data were processed for this re-analysis (not part of the article)

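The analysis starts from the authors' deposited lists and table, and no reads were aligned. The deposited lists of 6mA-IP-seq, 6mA-CLIP-exo and MNase-seq give a summit per call with a score that the authors' peak caller writes as −log10 q. The deposited 6mA-RE-seq lists give 1 position per site with no score. The deposited RNA-seq table gives FPKM as the authors computed them, for 26996 genes and 8 libraries. The number of per-sample columns left unused was 0. Input libraries were not used here. The aligner, the genome build and the read numbers are not given in the sources used here.

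Positions were read as 1-based. A summit or call counted as shared when the other list held one within 100 bp of it. Chance was measured with 100 seeded shifts of a list along each scaffold, and with 20 shifts for calls met. Density around sites was the number of calls per bp in a window over the number per bp 1000 to 2000 bp away. Bootstrap intervals resampled scaffolds 1000 times. Values of a group are means over replicates or strains, with technical replicates averaged first.

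RNA-seq values were turned into log2(FPKM + 1), averaged over technical replicates, and compared between 2 KO strains and 2 WT strains with limma, with a trend in the variance and Benjamini-Hochberg adjustment. Genes with a mean under 1 FPKM were not tested. Genes named in the paper or in Table S1 are reported whatever their change, and of the other genes at most the 2 largest rises and 2 largest falls past the adjusted threshold are named. The reference that pairs locus tags with symbols matched 26996 identifiers and gave 0 of them a symbol other than the locus tag, so identifiers stand without names.

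The code was tried on made-up data before use. Position lists made with a share of 63.8% gave 64.1%, a density ratio of 4.48 gave 4.49, a ratio of 1 gave 1.04 and arrays spaced at 200 bp gave 199 bp. Among 20817 simulated genes with 200 changed by a log2 of 4, limma recovered 88% with 2.76% false calls, and with 200 changed by a log2 of 2 it recovered 0%. With 10408 genes changed by a log2 of 2 it recovered 86.5%.

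The groups, thresholds, windows of 50 bp, flanks and the first set of alternative settings were set before the data were examined. Spacing and periodicity without TSS, calls met, densities 80 to 120 bp from sites, and the sets of positions on both GATC lists or on the DpnII list alone were added afterwards. Results that need gene positions, such as distances from TSS and TTS, gene components, motifs and phasing, and the fuzziness score were not analysed here.

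Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.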

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

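The test on a larger share of strong calls and the tests on scaling, swapped labels and cell state were chosen only after the result was seen. The others were written down before.

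Among 54 groups of 4 libraries or values, 6 had a member set apart from the other 3, where 2.7 would be set apart by chance, and 5 of the 6 are the same library measured in related ways and so are not independent. That library is technical replicate 2 of KO strain 6 in MNase-seq. At 80 to 120 bp from all 6mA-RE-seq positions its density of nucleosome calls was 4.26 times the flank (others 3.78 to 3.83), and at 280 to 320 bp it was 2.84 times (others 2.61 to 2.64). At positions on both GATC lists it was 6.37 (others 5.55 to 5.68) and 4.19 (others 3.75 to 3.80). Of the WT calls listed by none of the other 3 KO libraries, it listed 22.8% (others 2.92 to 5.64%).

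A larger share of strong calls is ruled out as the whole cause, because with the same number of calls the library was still 1.18 times the next highest KO library beside the sites. Nucleosomal DNA of WT cells in the library cannot be told apart from another cause. Its share of WT calls listed by no other KO library was 4.05 times that of the next highest KO library, but this is the value that set the library apart and so does not decide. That share was 22.8%, against 4.26% in shifted lists. For native DNA calls that no WT library and no other KO library lists it was 4.95%, against 4.43% in shifted lists, while the same share was 1.28 to 1.70% in the other KO libraries, so here too the library was 2.904 times the next highest. No biological explanation was tested, since technical replicates share a strain.

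TTHERM_01125160 had a log2(FPKM + 1) of 0.97 in technical replicate 2 of WT strain 7 (others 1.21 to 1.25). At such low FPKM the difference is small, and no test was run on it.

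TTHERM_00773550 (log2 difference 9.29) and TTHERM_01125160 (8.64) are the largest rises in KO cells, and the paper mentions neither. KO levels were 3302 ± 1354 and 1124 ± 964 FPKM, and WT levels 4.21 ± 2.00 and 1.24 ± 0.142 (SD, n = 2 strains). These are part of the large share of genes that differ between KO and WT. The authors' scaling between libraries was ruled out, since the highest correlation of any KO and WT library was 0.583 and a common factor leaves correlations of log values nearly unchanged. Swapped labels were ruled out, since TTHERM_00388490 in the lowest WT library was 36.0 times its level in the highest KO library. A few abundant genes were ruled out, since without the 100 most abundant genes of each library, 192 genes in all, 55.1% of the genes differed. Another strain, culture or physiological state of the WT and KO cells cannot be told apart from an effect of the knockout, with a mean correlation of 0.549 between KO and WT libraries.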

How the results depend on the processing

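Alternatives written down before the data were examined number 69, and 87 more were chosen only after the result was seen, so these tests are told apart where it matters. Of the 156 alternatives, 69 left the result the same, 85 moved it and 2 reversed it, which is 31, 37 and 1 of the planned ones and 38, 48 and 1 of the added ones. The cause of a move was not tested unless stated.

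Shares of summits with a partner in the other replicate moved under every setting. For 6mA-IP-seq replicates 1 and 2 they were 43.4% and 66.7% within 50 bp, 62.1% and 87.4% within 200 bp, and 37.7% and 57.2% above the median score. For 6mA-CLIP-exo they were 30.6% and 11.5%, 98.9% and 67.4%, and 69.6% and 28.7%. The score cut also removes possible partners from the other list, so its lower shares do not show that stronger summits are shared less. The density of 6mA-CLIP-exo summits beside sites over that on them moved to 2.74 in replicate 1 at positions on both GATC lists. In replicate 2 it moved to 0.0382 above the median score, 0.0416 at CviAII, 0.0703 at DpnI, 0.0692 at DpnII and 0.0372 at positions on both GATC lists. Positions on a single GATC list are not among the alternatives counted for this result and went the other way. In replicates 1 and 2 the ratio was 1.34 and 0.616 on the DpnII list alone, the largest moves, and 2.04 and 0.124 on the DpnI list alone.

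The density of nucleosome calls at sites is given in the order WT, native DNA, WGA DNA and KO. At CviAII sites it was 2.28, 3.24, 4.74 and 0.680, at DpnI sites 1.64, 2.02, 2.51 and 0.893, and at DpnII sites 1.57, 2.04, 2.57 and 0.878. Within 30 bp it was 1.46 in WT, 2.00 on native DNA and 0.821 in KO. With the flank from 500 to 1500 bp it was 1.69, 2.09 and 2.64 in WT and on native and WGA DNA. Above the median score it was 1.91 in WT, and with the same number of calls 1.97. At positions on both GATC lists it was 1.27 in WT and 0.476 in KO. At positions on the DpnII list alone it was 2.06, 1.93, 1.92 and 1.51, which reverses the KO result from below to above the flank. Leaving out KO strain 7 also reversed it, to 1.01, which rests on technical replicate 2 of strain 6 (1.08, 95% interval 1.04 to 1.12), since technical replicate 1 was at 0.934 (0.894 to 0.976). Leaving out 1 replicate or strain gave 1.81 to 1.84 in WT, 2.13 to 2.33 on native DNA and 0.914 to 1.01 in KO. Positions on the DpnI list alone are not among the alternatives counted above. There the density was 1.89, 1.97, 2.16 and 1.16, which also puts KO above the flank.

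The density 80 to 120 bp from sites, an added result in the same order, was 8.69, 5.11, 3.64 and 6.78 at CviAII sites, 6.95, 4.17, 2.82 and 5.80 at positions on both GATC lists, and 1.44, 1.53, 1.72 and 1.501 on the DpnII list alone. With the other flank it was 4.39, 2.89 and 2.33 in WT and on native and WGA DNA. In WT, native DNA and KO it was 6.09, 3.59 and 5.02 above the median score and 6.37, 3.82 and 5.61 with the same number of calls. DpnI sites gave 4.41 in WT and 2.92 on native DNA, and DpnII sites 4.90 in WT and 4.13 in KO. Leaving out 1 replicate or strain gave 4.72 to 4.78 in WT, 3.05 to 3.14 on native DNA and 3.78 to 4.05 in KO.

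Above a common score the number of calls was 36359 on native DNA, 10721 on WGA DNA and 60637 in KO. Leaving out 1 replicate or strain gave 40501 to 45029 in WT, 49066 to 62938 on native DNA and 103298 to 114650 in KO. The spacing moved to 192 bp in WT above the median score, to 191.5 bp in WT and 194 bp in KO with the same number of calls, and to 196 bp in KO with a running mean of 41 bp. The ratio of pairs 180 to 220 bp apart to pairs 280 to 320 bp apart moved to 6.34 in WT and 7.64 in KO above the median score, and to 7.06 in WT, 1.42 on native DNA and 5.27 in KO with the same number of calls. WT is thus above KO only in the last of these. The share of WT calls met moved to 98.0% in the other WT replicate and 57.9% in KO libraries above the median score, and to 56.5% in KO libraries within 50 bp.

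The number of genes that differ between KO and WT depends most on the WT strains. Leaving out 1 strain gave 2206 to 9446 genes, with 3899 without WT replicate 6 and 2206 without WT replicate 7, where the lone strain is assumed to vary like the others, and 0 genes changed direction. The other settings stayed within 1.5 times the count of 11368, from 8776 genes with a mean of at least 5 FPKM to 15061 (72.3%) with all 8 libraries as independent samples, which ignores that technical replicates share a strain. Without a filter 10143 genes differed, 8716 of them among the 11368, with 4563 higher and 5580 lower in KO cells, while a mean of at least 5 FPKM gave 4925 higher and 3851 lower, so the balance of directions moves with the filter. Scaling by the median of ratios left the result the same, but its factors ran from 1.00672 to 1.0078. The deposited FPKM were thus already level between libraries by this measure. This alternative could hardly change the count and does not test the scaling.

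With the strain number as a block, 12013 genes differed. The strains of both genotypes share only a number, and the correlation of KO and WT strains paired by it was −0.0700, so the block is not taken to describe a true pairing.

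Alternatives for distances from TSS and TTS, gene components, motifs, profiles, phasing and fuzziness were not run, because no annotation or genome of the authors' scaffolds was used here and the lists hold no fuzziness score.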

Differences from the paper's values

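The measure at 80 to 120 bp and within 20 bp of sites and its settings were chosen only after the result was seen, so these tests mirror settings that were fixed before for calls within 50 bp.

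The legend of Fig. 2c speaks of accumulated nucleosome occupancies and the axis of Fig. 3e of nucleosome density, both read by eye at the height of the peaks, while the values here are densities of call centres averaged over a window, so it is not settled that they are on 1 scale.

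Nucleosome density 80 to 120 bp from 6mA sites over the flank in WT cells is about 9 in the paper's Fig. 2c and Fig. 3e, read by eye at the peaks, and 4.75 here for call centres, with the scale not settled. Values count as different when 1 is more than 1.5 times the other and they differ by more than the replicate SD. The settings fixed before for calls at sites under which it no longer differs are calls above the median score (6.09), the same number of calls in every library (6.37) and CviAII sites (8.69). The flank of 500 to 1500 bp (4.39), DpnI sites (4.41), DpnII sites (4.90) and leaving out replicate 1 (4.78) or 2 (4.72) do not. Positions on both GATC lists, chosen after seeing the values, reach 6.95, and the DpnII list alone stays at 1.44.

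On native DNA the same density is about 5 in Fig. 3e, read by eye at the peaks, and 3.09 here for call centres, with the same limit. Calls above the median score (3.59), the same number of calls (3.82) and CviAII sites (5.11) give no difference by this measure. The other flank (2.89), DpnI sites (2.92), DpnII sites (3.15) and leaving out replicate 1 (3.14) or 2 (3.05) do not. Positions on both GATC lists, chosen after seeing the values, reach 4.17, and the DpnII list alone stays at 1.53.

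Within 20 bp of 6mA sites the density in WT cells is about 0.5 in Fig. 2c, which plots accumulated occupancies, read by eye, and 1.37 here for call centres, with the same limit. It differs under all the settings run: CviAII sites gave 1.55, DpnI sites 1.198, DpnII sites 1.18, the flank of 500 to 1500 bp 1.26, calls above the median score 1.36, the same number of calls 1.39 and leaving out replicate 1 or 2 gave 1.38 or 1.36, and of the sets chosen after seeing the values, positions on both GATC lists gave 0.775 and the DpnII list alone 1.85.

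The paper speaks of far fewer differing genes than the 11368 found here at an adjusted p under 0.05. The paper's 6mA-CLIP-exo replicates have the same phase in Fig. 1c, while replicate 1 here lies beside the sites that replicate 2 lies on. The paper describes a less sharp array in KO cells near TSS, while over the whole genome the ratio of near to far pairs of calls was higher in KO (5.12) than in WT (3.91), and lower only with the same number of calls in every library (5.27 and 7.06).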

Other observations

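The tests on a fixed shift, on sites left uncut by DpnI or DpnII, on weak KO calls, on numbers of calls, on spread-out DpnII positions, on MNase digestion, on MNase cutting preference and on fragments of TTHERM_00388490 were chosen only after the result was seen. The others were written down before.

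Summits of 6mA-CLIP-exo replicate 1 lie beside the 6mA-RE-seq sites and those of replicate 2 lie on them. A shift of the whole list in 1 direction was ruled out, because the densities on the lower and higher side of the sites stood at a ratio of 0.988. Weak calls were ruled out, with a ratio of density beside to density on the sites of 2.32 among calls above the list's median score. Merged neighbouring peaks cannot be told apart from other causes. At 8805 sites with no other listed site and no replicate 2 summit 51 to 400 bp away the ratio was 3.5, but it rests on 98 and 14 summits, and 6mA that neither list holds could lie nearby. DNA of neighbouring nucleosomes cannot be told apart either: at 20287 sites with no WT call beside them the ratio was 2.08, but a missing call does not show that a nucleosome is missing.

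Positions listed for DpnII alone carry little 6mA-IP-seq signal. Methylated sites left uncut by DpnI were ruled out as the main source, because in 6mA-CLIP-exo replicate 2, another assay, the enrichment of summits within 50 bp was 0.151 times that at positions on both lists (1.82 and 12.1 times chance). Unmethylated GATC left uncut in the DpnII digest fits, because the enrichment was only 1.82. Partial methylation was not tested.

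KO libraries list more nucleosome calls than WT libraries. Weak calls passing the threshold were ruled out as the whole cause, with 1.92 times as many calls in KO above a common score. Depth, which is not given, was not tested and stays open, since the score rises with it.

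WT nucleosome calls are met less often in KO libraries than in the other WT replicate. Imprecise KO calls were ruled out as the whole cause, because 77.9% of the KO calls were met in the technical replicate. With matches within 50 bp the share of WT calls met rose from 46.6% to 56.5% in KO libraries. In the other WT replicate it rose from 85.4% to 88.2%, so imprecise calls are left open as part of the cause. Weak WT calls were ruled out as the whole cause of this gap, because 60.2% of the highest-scoring WT calls were met in KO libraries, against 98.4% in the other WT replicate, although most of these calls were met. Another strain background or culture cannot be told apart from an effect of the knockout, since 75.9% of the KO calls were met in the other KO strain, which would share either.

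The density of nucleosome calls on 6mA sites over the flank is lower in KO than in WT libraries, while the number of calls within 50 bp is higher, with 2534 to 3074 calls per KO library against 2137 and 2375. Different numbers of calls were ruled out, with a KO over WT ratio of 0.504 for the same number of calls (0.991 and 1.97). The spread-out positions of the DpnII list were ruled out, with a ratio of 0.374 at positions on both lists. A different degree of MNase digestion cannot be told apart, because fragment lengths were not used here and the ratio of 0.526 would come about either way. The direction is of interest because the paper's model has nucleosomes avoid 6mA, and KO cells, which the paper reports to have less 6mA, have a lower density on the sites relative to the flank.

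Calls on WGA DNA lie at calls of WT cells more often than by chance. Sequence shared by both substrates fits, because WGA calls lay at native DNA calls 24.0 times as often as in shifted lists. Broad regions that are easier to sequence or digest were ruled out as the whole cause, because the enrichment within 20 bp was 4.80 times that 80 to 120 bp away (14.8 and 3.09). A preference of MNase for local sequence cannot be told apart from nucleosomes placed by sequence, since either gives the enrichment of 14.8.

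TTHERM_00136470 falls with TTHERM_00388490 in KO cells. The fall in FPKM times gene length was 1.93 times that of TTHERM_00388490 on average. With strains paired by number only, it was 0.838 times in strain 6 and 3.27 times in strain 7. From WT strain 6 to WT strain 7, TTHERM_00388490 went down from 121 to 97.0 FPKM while TTHERM_00136470 rose from 327 to 995. This argues against fragments of TTHERM_00388490 assigned to TTHERM_00136470 as the whole cause in these WT strains. As part of the cause they cannot be told apart from a true fall. A regulatory link, or the difference in cell state that changes many genes, cannot be told apart either, with 184 genes (0.884%) falling as far.

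Transcript levels differ between strains of the same genotype. More variable transcription in KO cannot be told apart from chance, because the median absolute log2 difference between strains in KO was 1.15 times that in WT (0.45 and 0.39, from 2 strains each).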
